# Genetic, hormonal, and transcriptomic analyses highlight the crucial role of phytohormones in first branch angle regulation in pepper

**DOI:** 10.1186/s12870-025-07499-2

**Published:** 2025-11-03

**Authors:** Xinjie Yuan, Xuejun Chen, Kunhua Zhou, Gang Lei, Yueqin Huang, Gege Li, Yu Fang, Jubin Wang, Rong Fang

**Keywords:** First branch angle, Phytohormone, GWAS analysis, Transcriptomic analyses, Pepper (*Capsicum annuum* L.)

## Abstract

**Background:**

The first branch angle (FBA) is a critical trait influencing plant architecture, yield, and mechanized harvesting efficiency in pepper (*Capsicum annuum* L.). However, the genes and regulatory processes involved remain largely unclear.

**Results:**

The phenotypic evaluation of 220 pepper accessions revealed significant genetic variation in FBA, with a broad-sense heritability of 93.26%, indicating a strong genetic foundation and making it a stable trait for selection. A genome-wide association study (GWAS) with mixed linear model and FarmCPU detected 25 significant SNPs related to FBA. Several candidate genes were identified, encompassing components of brassinosteroid signaling, gibberellin signaling, serine/threonine-protein kinase signaling, and cell wall modification. To functionally contextualize these genetic findings, two accessions with divergent FBAs (compact B010 and loose B003) were selected for cytological and hormonal analyses. The paraffin sections stained with Periodic Acid-Schiff showed that the compact B010 exhibits more starch granules in endodermal amyloplasts, while the loose B003 has larger cell size on the adaxial side. Hormonal analysis based on HPLC-MS/MS revealed higher auxin levels in the compact B010 and higher gibberellin, cytokinin, brassinosteroid, and strigolactone levels in the loose B003. These results suggest a mechanism whereby brassinosteroid/gibberellin-mediated cell expansion, potentially through the action of cell wall modification genes, drives the loose architecture of B003. Furthermore, RNA-Seq and qRT-PCR confirmed the coordinated regulation of the key phytohormone pathways (auxin signaling; cytokinin, gibberellin, and brassinosteroid biosynthesis) and serine/threonine-protein kinase signaling. Therefore, our work integrates multi-layered analyses to propose a regulatory framework for FBA in pepper: genetic loci associate with alterations in phytohormone regulation, kinase activity, and cellular traits, which orchestrate the transcriptomic, hormonal, and cytological changes that collectively determine branch architecture.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-025-07499-2.

## Introduction

Pepper (*Capsicum* spp.), a globally cultivated crop within the Solanaceae family with increasing economic importance, serves culinary, medicinal, ornamental, and spicing purposes [1, 2]. In 2023, global pepper production reached 38.31 million tons of fresh fruit and 5.82 million tons of dried pods, cultivated over 3.87 million hectares (www.fao.org). Pepper plant architecture is crucial in influencing both overall yield and the efficiency of mechanized harvesting. In the sympodial shoot structure of pepper, the main stem stops elongating after reaching a certain height. At this stage, the shoot apical meristem transitions into an inflorescence meristem, shifting growth initiation to lateral meristems, known as sympodial meristems (SYMs). These SYMs generate two lateral branches, forming a distinct “V”-shaped branching pattern called a sympodial unit (SU). New SYMs repeatedly emerge from the axils of the uppermost leaves of each preceding SU, continuing the growth cycle [3]. In pepper (*C*. *annuum* L.), the angle between these two initial lateral branches is referred to as the first branch angle (FBA), which is closely related to density tolerance and yield, making it an important indicator for breeding an ideal plant architecture [4]. In cultivation, the ideal plant architecture is neither excessively spreading nor overly compact, as both extremes are detrimental to yield. Plants that are too compact tend to be more vulnerable to diseases, while those with a prostrate growth habit take up too much space, lowering the yield per unit area. Therefore, having the proper branch angle is not only beneficial for high-density planting but also promotes better ventilation and light penetration, enhances photosynthetic efficiency, reduces disease incidence, and improves the leaf area index and lodging resistance, ultimately increasing the overall yield [5–7]. Therefore, genetic analysis of the FBA trait and the identification of related genes are of great significance for improving pepper architecture [5, 6].

Current genetic research on branch, tiller, or leaf angle mainly focuses on plants such as *Arabidopsis thaliana*, rice, and oilseed rape [6–9]. In particular, genome-wide association studies (GWAS) have provided significant insights into the genetic architecture of these traits in major crops, leveraging natural genetic variation to identify candidate genes without the need for biparental populations. In rice, GWAS has been successfully applied to identify key loci controlling tiller angle, such as *TAC3*, *TAC1*, *D2*, *PAY1*, and *TIG1*, which are involved in gravitropism, brassinosteroid biosynthesis, strigolactone signaling, and cytoskeletal organization [10, 11]. In *Brassica napus*, GWAS has revealed multiple QTLs associated with branch angle, highlighting the polygenic nature of this trait [8, 12, 13]. These studies demonstrate the efficacy of GWAS in uncovering genetic determinants of plant architecture, providing a robust foundation for similar investigations in pepper. Beyond genetic factors, the branch, tiller, and leaf angles are also shaped by phytohormones as well as environmental cues such as light, gravity, and planting density [7]. Efforts to decipher the underlying regulatory mechanism have yielded substantial insights via cytological observations, hormonal detection, and transcriptome analyses across different species. Specifically, cytological observations have clarified key structural determinants, including the number of starch granules, the distribution of amyloplasts in the endodermis, and variations in xylem size [8, 14]; hormonal detection has identified critical phytohormones involved in the process, such as indole-3-acetic acid (IAA), gibberellins (GAs), cytokinins (CKs) and abscisic acid (ABA) [15–17]; transcriptome analyses have further unraveled the molecular pathways underlying these physiological and hormonal changes, covering plant hormone biosynthesis and metabolism, hormone signal transduction, and the regulation of cell division [15–18]. These collectively provide valuable methodological and theoretical references for investigating FBA in pepper.

It is noteworthy that, FBA in pepper, which has a sympodial shoot structure, differs from the following: the rosette branch angle in *A*. *thaliana*, referring to the angle between the cauline branch and inflorescence stem [19]; the branch angle in oilseed rape (*B. napus* L.), which refers to the angle between the branch base and the main stem [8]; the rice tiller angle, which is defined as the angle between the vertical line and the side tillers with maximum inclination [7]; and the leaf angle in maize, which refers to the divergence of the leaf blade from the main stem [20]. Notwithstanding these structural differences, some progress has been made in the study of FBA regulation in pepper. For instance, Liu [4] analyzed the genetic model of FBA in pepper based on the BB3×G-1 F_2_ population, concluding that its inheritance followed the E-1 model, specifically a two-major-gene additive–dominant–epistatic/polygenic additive–dominant genetic model, and mapped a major quantitative trait locus (QTL) to linkage group 12 at the 0–17.5 cM position, accounting for 5.1% of the phenotypic variation. Jiang [21] identified 17 FBA-related QTLs on chromosomes 1–10, accounting for 0.24–1.89% of the phenotypic variation, based on the F_2_ population. In addition, *CaVIL1*, a gene that promotes flowering in peppers, influences the angle of lateral branches [22].

However, the key genetic determinants and the underlying regulatory network controlling FBA in pepper remain largely unknown. To address this, we employed an integrated multi-omics approach. First, a GWAS was employed for the first time to investigate FBA in a natural pepper population, leveraging its powerful capability to exploit historical recombination events and uncover genetic associations without relying on bi-parental crosses. Then accessions with extreme phenotypes were selected to: (i) investigate the cytological basis of FBA variation; (ii) quantify the levels of major phytohormones; and (iii) conduct comparative transcriptomics to unravel the differentially regulated pathways and genes. This strategy allowed us to bridge the gap between genetic association and physiological function, providing a comprehensive understanding of FBA regulation in pepper.

## Materials and methods

### Plant accessions and phenotyping

In this study, 220 *C*. *annuum* accessions (Table S1), primarily sourced from 28 provinces across China, with a smaller proportion (10%) originating from other countries, were used for GWAS [23]. This collection, constituting 71.65% of a core collection [24], was further supplemented with additional breeding parents selected based on phenotypic and geographic data, as well as expert consultation. Field experiments were conducted in three different environments: Yichun, Jiangxi, China (115.13°E, 28.24°N) during the 2021 spring growing season (E1); Sanya, Hainan, China (109.08°E, 18.37°N) during the 2022 winter growing season (E2); and Yichun, Jiangxi, China (115.13°E, 28.24°N) during the 2023 winter growing season (E3). For each accession, twelve plants were grown at each experimental site under a randomized complete block design with three replications. All management followed standard local cultivation practices. Three plants in each replicate were selected to measure the FBA (the angle between the two initial lateral branches of the first sympodial unit) at the green-mature stage of the fruit located in the third layer of the sympodial shoot structure, which contains four sympodial units [25]. In addition, fruit traits (fruit shape index, fruit weight, and pericarp thickness), first flower node [26], main stem height, and plant height were measured in the three environments [23].

### GWAS for FBA in pepper

The 220 pepper accessions were genotyped using a genotyping-by-sequencing approach. After applying filtering criteria, 955,772 high-quality variants were identified, comprising 919,743 single nucleotide polymorphisms (SNPs) and 36,029 insertion–deletions (Indels) [23]. These variants were utilized in this study. Further details on the genotyping process and variant calling for the pepper accessions were previously reported [23]. Six models, namely a simple linear model (GLM), a generalized linear model (GLM(Q)), a mixed linear model (MLM(K)), a mixed linear model (MLM(QK)), bayesian-information and linkage-disequilibrium iteratively nested keyway (BLINK), and fixed and random model circulating probability unification (FarmCPU) were utilized for the association study using GEMMA [27] BLINK [28] and rMVP [29]. The best linear unbiased estimators (BLUEs) for FBA traits were calculated using the R packages ‘lme4’ and ‘lsmeans’. These FBA-BLUE values were subsequently applied in the GWAS analysis. Manhattan and quantile–quantile (QQ) plots for GWAS were generated with customized R script in conjuction with the ‘ggplot2’ package. The logarithm of the odds (LOD) threshold was adjusted using Bonferroni correction and defined as − log_10_ (1 × 10^−5^) to detect significant SNPs.

### Cytological observation of the first branch junctions

The first branch junctions were collected at the early flowering stages and fixed in formalin/acetic acid/alcohol (FAA) for 24 h. After serial dehydration, the samples were embedded in paraffin. Tissues were cut into 10 μm sections using a Leica microtome (RM2016; Leica, Wetzlar, Germany). The paraffin sections were deparaffinized and hydrated using a series of alcohol and liquid treatments, followed by rewarming, fixation, and Periodic Acid-Schiff (PAS) staining. The sections were then dehydrated, cleared with xylene, sealed with neutral gum, observed under a microscope (Eclipse E100; Nikon, Tokyo, Japan), and photographed with a digital microscope camera (DS-U3; Nikon, Tokyo, Japan). There were at least three biological replicates for each accession.

### Measurement of endogenous hormones

The contents of auxin precursors (indoleacetamide, IAM; indoleacetonitrile, IAN), auxin (IAA), conjugated auxin (indole-3-acetic acid asparagine, IAA-ASP), ABA, GAs (gibberellin A1, GA1; gibberellin A3, GA3; gibberellin A4, GA4), CKs (zeatin, ZT; trans-zeatin, tZ; isopentenyl adenine, iP), BRs (brassinolide, BL; castasterone, CS; 28-homobrassinolide, 28-HBL), and SLs (strigol; 5-deoxystrigol, 5-DS) were quantified using a high-performance liquid chromatography (HPLC) system (1290; Agilent, Palo Alto, CA, USA) coupled with a mass spectrometer (Qtrap 6500; AB SCIEX, Boston, MA, USA), referred to as HPLC-MS/MS. The first branch junctions were sampled at the early flowering stages for phytohormone content analysis. For BR and SL detection, branch junctions weighing 2–2.5 g were pooled into one sample, with 3 replicates per accession. For other hormones, 200–300 mg of branch junction tissues was pooled into 1 sample, with 3 replicates.

For BR detection, samples cryogenically pulverized in liquid nitrogen, followed by cold extraction with pre-chilled 95% methanol at 4 °C for 2 h. After centrifugation, the supernatant was purified using MCX columns, eluted with methanol, dried under nitrogen, reconstituted in methanol, filtered, and analyzed using HPLC-MS/MS. A Poroshell 120 SB-C18 reverse-phase column (Agilent, Palo Alto, CA, USA) was used at 35 °C, with a mobile phase of methanol and water/0.1% ammonium hydroxide, gradient elution, and a 2 µL injection volume. Mass spectrometry was performed in ESI positive ion mode using MRM scanning. The operating parameters were as follows: ionization voltage was set at + 4500 V, atomizing gas pressure was maintained at 65 psi, auxiliary gas pressure was adjusted to 70 psi, and the atomizing temperature was kept at 350 °C.

For SL detection, samples were ground in liquid nitrogen, extracted with pre-chilled acetone, ultrasonicated for 30 min, and extracted overnight at 4 °C. The supernatant was collected, dried under nitrogen, reconstituted, purified with HLB columns (Anpel Laboratory Technologies Inc., Shanghai, China), and analyzed using HPLC-MS/MS in acetonitrile. A Poroshell 120 SB-C18 reverse-phase column was used at 30 °C, with a mobile phase consisting of acetonitrile and water/0.1% formic acid, gradient elution, and a 2 µL injection volume. ESI positive ion mode was used with MRM scanning under the following conditions: ionization voltage of + 4500 V, atomizing gas pressure of 65 psi, auxiliary gas pressure of 70 psi, and atomizing temperature of 400 °C.

For the other hormones, samples were extracted with acetonitrile at a low temperature, purified using C18 and GCB sorbents (Anpel Laboratory Technologies Inc., Shanghai, China), dried under nitrogen, and reconstituted in methanol. The HPLC conditions were as follows: column temperature, 30 °C; gradient elution with methanol and water; flow rate, 0.3 mL/min; and 2 µL injection volume. Mass spectrometry was performed with the following settings: ESI ionization in both positive and negative ion modes; MRM scan mode; spray voltage, ± 4500 V; nebulizer gas pressure, 65 psi; and nebulizer temperature, 400 °C. Standard curves were established using phytohormone standards (Sigma, St. Louis, MO, USA).

### RNA sequencing and transcriptome analysis

Tissue samples were collected from B010 and B003 at the first branch sites during the early flowering stages for RNA-sequencing (RNA-seq) analysis. Tissue samples from eight individual plants were pooled to form a single biological replicate, with three replicates for each accession. Total RNA was isolated, and the cDNA libraries were constructed and sequenced using an Illumina NovaSeq X Plus platform (Illumina, San Diego, CA, USA) based on the PE150 strategy. The raw data were quality controlled using Fastq (v0.20.0) [30] with the following parameters: -q 5 -n 5. The filtered data were mapped to the reference genome *C*. *annuum* cv.59 (PRJNA788020) using HISAT2 (v2.1.0) [31]. Transcript abundance was quantified using fragments per kilobase of exon per million mapped reads (FPKM). Differentially expressed genes (DEGs) were considered to be those with |FoldChange| ≥ 1 and p-adjust (false discovery rate, FDR) ≤ 0.05. Differentially expressed genes were annotated using Blastall software (v2.2.26) against several databases, namely Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), Clusters of Orthologous Groups (COG), Eukaryotic Orthologous Groups (KOG), Non-Redundant (NR), Swiss-Prot, and Pfam, to analyze their functions.

### Quantitative reverse transcription PCR (qRT-PCR)

qRT-PCR was performed as previously described to confirm the relative transcription levels of selected genes [26]. Briefly, total RNA was converted into cDNA using TransScript^®^ II One-Step gDNA Removal and cDNA Synthesis SuperMix (TransGen Biotech, Beijing, China). Subsequently, qRT-PCR was carried out on a Bio-Rad CFX Duet Real-Time PCR System (Bio-Rad Laboratories, Hercules, CA, USA) with NovoStart^®^ SYBR qPCR SuperMix Plus (Novoprotein Scientific Inc., Shanghai, China). Expression levels were normalized to *CaGAPDH* and calculated using the 2^−ΔΔCT^ method [32]. The primer sequences utilized for qRT-PCR analysis are detailed in Table S2, and the primer sequences for *CaGAPDH* were reported in a previous study [26]. Each sample was analyzed with triplicate technical replicates and three independent biological replicates.

## Results

### Phenotypic variation of FBA in pepper

To explore the phenotypic variation of FBA in a natural pepper population, FBA was evaluated across three environments. Genetic variation was observed among the 220 pepper accessions (Fig. 1A), with FBA ranging from 18.12° to 80.48° in E1, 32.08° to 102.52° in E2, and 21.74° to 97.85° in E3. The corresponding coefficients of variation (CV) were 17.83%, 21.22%, and 23.55% (Table 1). The FBA of the 220 accessions was normally distributed in E1 and E2 (*p* > 0.05) but not in E3 (*p* < 0.05) (Fig. 1B), suggesting that the low temperature and weak light conditions in E3, which differed from the conditions in E1 and E2, had affected the FBA trait. Broad-sense heritability (H²) was determined to be 93.26%, while narrow-sense heritability (h^2^) reached 72.06%. Based on FBA and overall performance, accessions with a moderately compact plant architecture, including B420, B430, B436, B446, C001, C032, C034, C153, C167, C189, WY003, WY035, WY119, WY167, WY229, WY248, WY260, WY284, WY291, and ZHE10, can provide breeding materials for developing pepper varieties with ideal plant types.

**Fig. 1:**
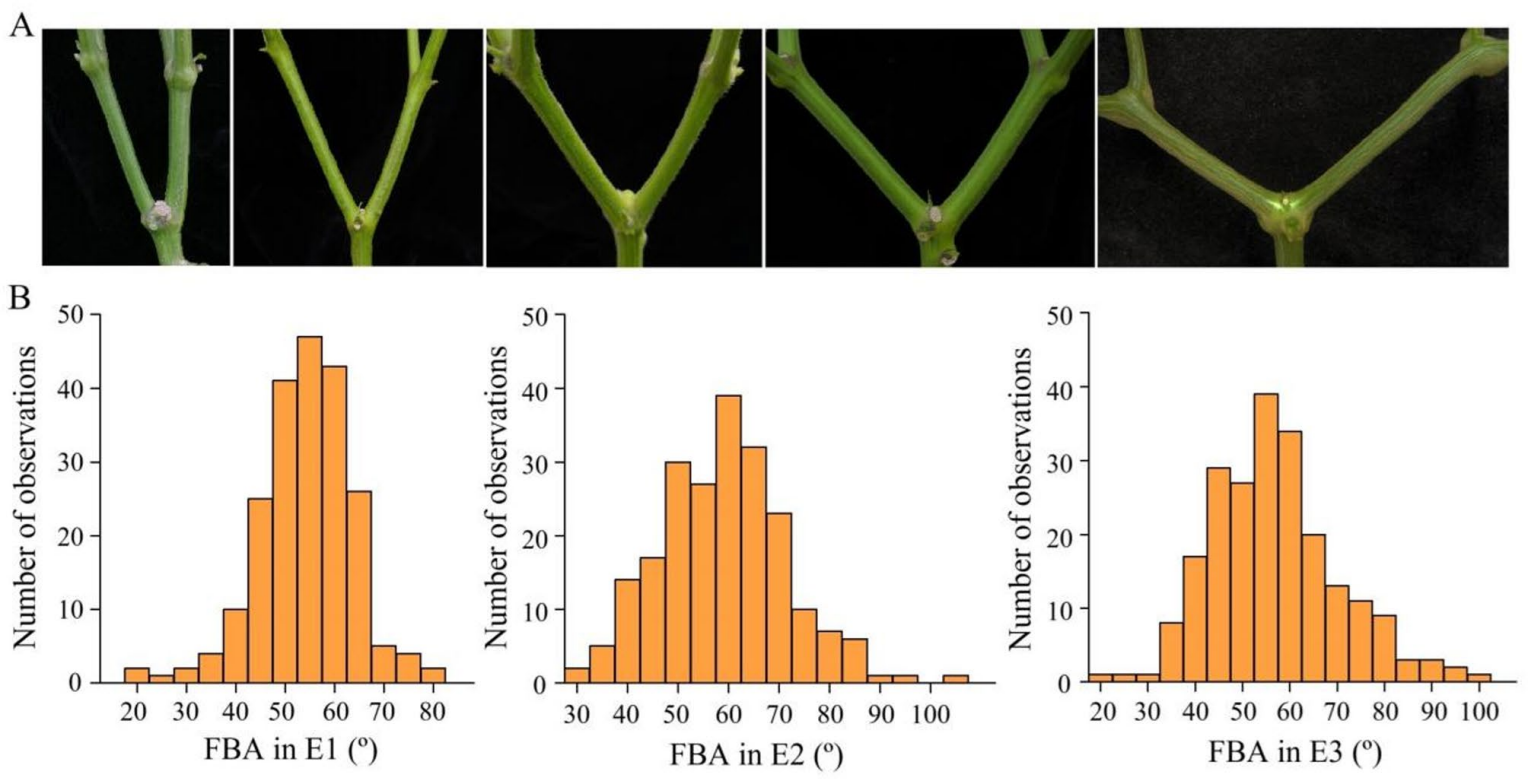
Variation in the first branch angle (FBA) of pepper. **A** Representative examples of pepper plants with different FBAs. **B** Frequency distribution of FBA among 220 pepper accessions grown in 3 environments: Yichun-2021-Spring (E1), Sanya-2022-Winter (E2), and Yichun-2023-Winter (E3)

**Table 1:** Phenotypic data for the first branch angle in 220 pepper accessions

Environment	Min	Max	Mean ± SD	CV (%)	Kurtosis	Skewness
E1	18.12	80.48	54.11 ± 9.65	17.83	1.57	−0.52
E2	32.08	102.52	58.95 ± 12.51	21.22	0.32	0.38
E3	21.74	97.85	56.62 ± 13.34	23.55	0.46	0.54

*Min* minimum, *Max* maximum, *SD* standard deviation, *CV* coefficient of variation; E1, Yichun-2021-Spring; E2, Sanya-2022-Winter; E3, Yichun-2023-Winter

### Genome‑wide association study of FBA in pepper

We performed a genome-wide association study of a panel of 220 accessions to explore the genetic foundation of FBA in pepper. The BLUE values for FBA across the three environments were used in the GWAS analysis to reduce environmental variation, improve the accuracy of trait estimates, and increase the power to detect true genotype–trait associations. Association analysis for FBA was performed using the GLM, GLM (Q), MLM (K), MLM (QK), BLINK and FarmCPU models. The QQ plot of MLM (K), MLM (QK) and FarmCPU (Fig. 2A) (with genomic inflation factors λ of 0.9927, 0.9945, and 1.0353, respectively) demonstrated strong agreement between the predicted and empirical p-values, with subsequent divergence, suggesting effective model calibration, which led to the detection of SNPs associated with FBA. A total of 25 SNPs were identified to cross the LOD threshold of 5 in the Manhattan plot, with LOD corresponding to –log (*p* = 1 × 10^−5^) (Fig. 2B). These SNPs accounted for 4.64–27.23% of the phenotypic variation. A SNP situated at position 220,539,044 bp on chromosome 4 was found to account for the most phenotypic variance (27.23%). Two SNPs, Chr03-1032256 and Chr03-199351423, were detected by all three methods. Our analysis revealed a suite of candidate genes for FBA implicated in various key pathways, encompassing phytohormone signaling (auxin, gibberellin, ethylene, brassinosteroid), receptor-mediated signal perception, calcium-dependent kinase cascades, protein ubiquitination, transcriptional regulation, and cell wall modification (Table 2). This includes specific genes encoding proteins such as BRI1, indole-3-pyruvate monooxygenase YUCCA10, gibberellin 20 oxidases, auxin-responsive protein SAUR50, F-box protein, calcium-dependent protein kinases (CDPKs), and expansin-A3 (Table 2).

**Fig. 2:**
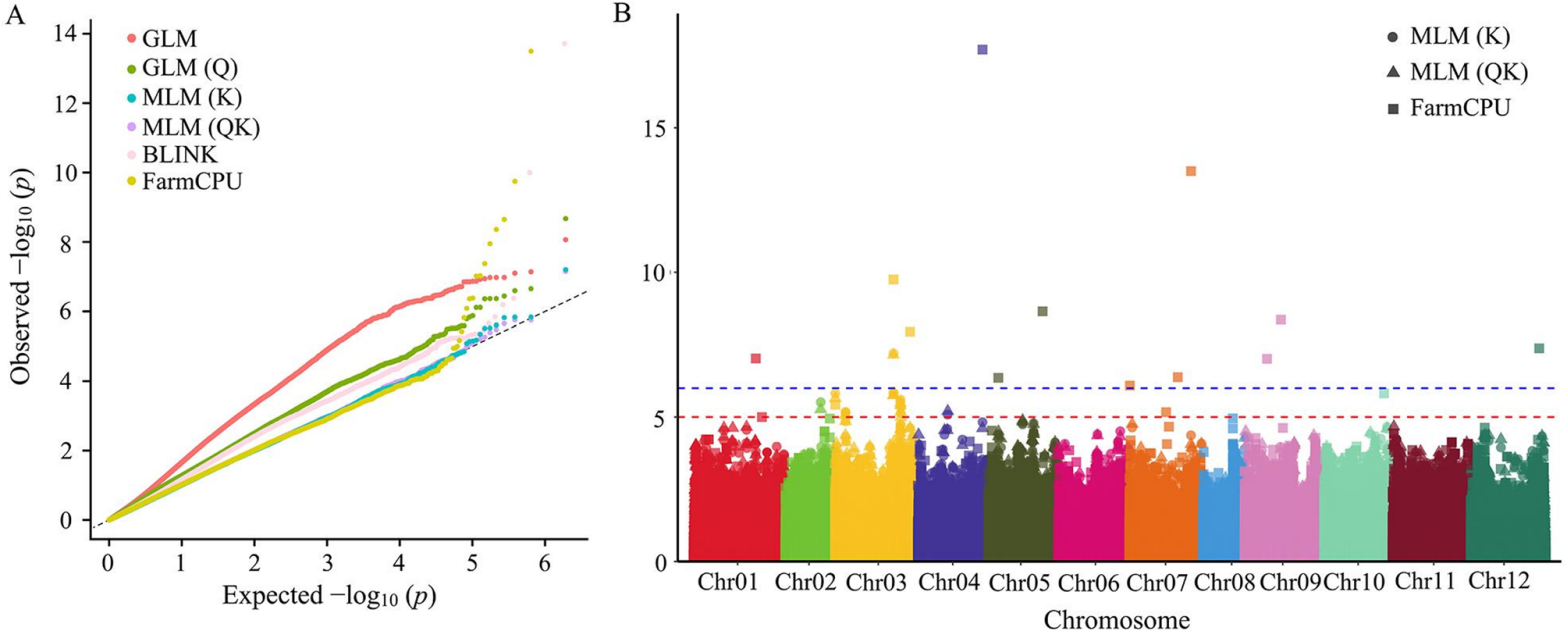
Genome-wide association study (GWAS) for the first branch angle (FBA) of 220 pepper accessions. **A** Quantile–quantile (QQ) plot of the six models. **B** Manhattan plot of GWAS for FBA among all chromosomes based on mixed linear model (MLM) and FarmCPU. The blue dashed lines corresponds to the statistical threshold of –log (1 × 10^−6^) and the red dashed line indicates –log (1 × 10^−5^). Circular symbols denote the MLM (K) results; triangular symbols denote the MLM (QK) results; square symbols denote the FarmCPU results

**Table 2:** SNPs are significantly related to the first branch angle based on the mixed linear model (MLM) and fixed and random model Circulating probability unification (FarmCPU)

SNP	Chr	Pos	Model	*P* value	PVE^a^ value	Candidate genes^b^	Predicted function
Chr01-208719103	Chr1	208,719,103	FarmCPU	9.33 × 10^−8^	9.45%	*CA.PGAv.1.6.scaffold410.1* (−0.71)	E3 ubiquitin-protein ligase-like
Chr01-228881442	Chr1	228,881,442	FarmCPU	1.00 × 10^−5^	11.34%	*CA.PGAv.1.6.scaffold185.39* (−0.52)	ABC transporter C family member 4
						*CA.PGAv.1.6.scaffold185.38* (−0.36)	ABC transporter C family member 4-like
						*CA.PGAv.1.6.scaffold185.28* (0.44)	Leucine-rich repeat receptor-like serine/threonine-protein kinase BAM3
Chr02-120686854	Chr2	120,686,854	MLM (K)	3.04 × 10^−6^	6.17%	*CA.PGAv.1.6.scaffold519.11* (1.05)	Calcium-dependent protein kinase 24-like
			MLM (QK)	5.39 × 10^−6^	6.01%		
Chr03-1032256	Chr3	1,032,256	MLM (K)	1.51 × 10^−6^	8.50%	*CA.PGAv.1.6.scaffold710.22* (0.17)	Gibberellin 20 oxidase 1-like
			MLM (QK)	2.21 × 10^−6^	8.45%		
			FarmCPU	3.80 × 10^−6^	10.24%		
Chr03-35861683	Chr3	35,861,683	MLM (K)	7.00 × 10^−6^	7.04%	*CA.PGAv.1.6.scaffold426.24* (1.06)	Probable indole-3-pyruvate monooxygenase YUCCA10
			MLM (QK)	8.08 × 10^−6^	6.99%		
Chr03-35866908	Chr3	35,866,908	MLM (K)	6.58 × 10^−6^	7.44%		
			MLM (QK)	8.68 × 10^−6^	7.35%		
Chr03-199351423	Chr3	199,351,423	MLM (K)	6.29 × 10^−8^	8.65%	*CA.PGAv.1.6.scaffold1717.1* (0.83)	Interactor of constitutive active ROPs 4-like
			MLM (QK)	7.04 × 10^−8^	8.73%		
			FarmCPU	1.78 × 10^−10^	17.99%	*CA.PGAv.1.6.scaffold48.42 (0.36)*	F-box protein
Chr03-199351456	Chr3	199,351,456	MLM (K)	1.46 × 10^−6^	6.37%	*CA.PGAv.1.6.scaffold48.45* (0.24)	BRI1 protein
			MLM (QK)	1.75 × 10^−6^	6.36%		
Chr03-199351464	Chr3	199,351,464	MLM (K)	1.46 × 10^−6^	6.37%	*CA.PGAv.1.6.scaffold48.42* (0.36)	F-box protein At5g51370
			MLM (QK)	1.75 × 10^−6^	6.36%	*CA.PGAv.1.6.scaffold48.33* (0.94)	Putative nitric oxide synthase
Chr03-223021763	Chr3	223,021,763	MLM (K)	2.46 × 10^−6^	7.81%	*CA.PGAv.1.6.scaffold548.24* (0.10)	Calcium-dependent protein kinase 26
			MLM (QK)	3.31 × 10^−6^	7.68%		
Chr03-223021839	Chr3	223,021,839	MLM (K)	2.98 × 10^−6^	7.70%	*CA.PGAv.1.6.scaffold548.21* (0.12)	ABC transporter B family member 28
			MLM (QK)	4.01 × 10^−6^	7.56%		
Chr03-224443849	Chr3	224,443,849	MLM (K)	4.50 × 10^−6^	6.42%	-	-
			MLM (QK)	6.69 × 10^−6^	6.26%		
Chr03-224478723	Chr3	224,478,723	MLM (K)	7.23 × 10^−6^	4.64%	-	-
Chr03-256330769	Chr3	256,330,769	FarmCPU	1.12 × 10^−8^	11.07%	*CA.PGAv.1.6.scaffold637.53* (0.37)	Transcription factor bHLH137-like
						*CA.PGAv.1.6.scaffold637.42* (0.56)	Mitogen-activated protein kinase kinase 9
						*CA.PGAv.1.6.scaffold637.30* (0.87)	Calmodulin
Chr04-101827672	Chr4	101,827,672	MLM (K)	8.25 × 10^−6^	6.06%	-	-
			MLM (QK)	6.21 × 10^−6^	6.21%		
Chr04-220539044	Chr4	220,539,044	FarmCPU	1.95 × 10^−18^	27.23%	*CA.PGAv.1.6.scaffold1658.8* (0.08)	Transcription factor bHLH143
						*CA.PGAv.1.6.scaffold1697.8* (0.46)	Serine/threonine-protein kinase-like protein
						*CA.PGAv.1.6.scaffold1375.11* (0.85)	F-box/kelch-repeat protein
Chr05-34719330	Chr5	34,719,330	FarmCPU	4.37 × 10^−7^	13.60%	*CA.PGAv.1.6.scaffold74.16* (0.50)	Microtubule-associated protein 70 − 2
Chr05-185210660	Chr5	185,210,660	FarmCPU	2.24 × 10^−9^	10.91%	*CA.PGAv.1.6.scaffold1153.8* (−0.88)	Pectinesterase/pectinesterase inhibitor 12
						*CA.PGAv.1.6.scaffold112.1* (−0.11)	Ethylene-response factor C3
						*CA.PGAv.1.6.scaffold112.*2 (0.02)	Ethylene-responsive transcription factor C3
Chr07-2793550	Chr7	2,793,550	FarmCPU	8.13 × 10^−7^	11.67%	*CA.PGAv.1.6.scaffold584.17* (−0.43)	Transcription factor MYB36
						*CA.PGAv.1.6.scaffold584.27* (−0.27)	Receptor-like serine/threonine-protein kinase
						*CA.PGAv.1.6.scaffold584.28* (−0.25)	PTI1-like tyrosine-protein kinase
Chr07-125936312	Chr7	125,936,312	FarmCPU	6.76 × 10^−6^	9.22%	*CA.PGAv.1.6.scaffold212.4* (0.00)	Polygalacturonase-like
Chr07-165805490	Chr7	165,805,490	FarmCPU	4.17 × 10^−7^	8.03%	*CA.PGAv.1.6.scaffold81.5* (−0.49)	Plasma membrane ATPase 4
Chr07-210841642	Chr7	210,841,642	FarmCPU	3.16 × 10^−14^	21.29%	*CA.PGAv.1.6.scaffold1740.1* (0.06)	Beta-1,3-galactosyltransferase 2
Chr09-124248226	Chr9	124,248,226	FarmCPU	4.37 × 10^−9^	12.93%	*CA.PGAv.1.6.scaffold708.2* (−0.73)	Gibberellin 20 oxidase 3-like
Chr10-204614298	Chr10	204,614,298	FarmCPU	1.51 × 10^−6^	11.64%	*CA.PGAv.1.6.scaffold324.9* (−0.53)	Expansin-A3
Chr12-233823353	Chr12	233,823,353	FarmCPU	4.27 × 10^−8^	11.56%	*CA.PGAv.1.6.scaffold847.14* (0.54)	Auxin-responsive protein SAUR50-like
						*CA.PGAv.1.6.scaffold847.15* (0.50)	Auxin-responsive protein SAUR50-like

^a^ Percent variance explained; ^b^ The numbers in parentheses indicate the physical distances (Mb) between candidate genes and SNPs

### Divergence of FBA among the four clusters

Based on our previous research, the 220 accessions for GWAS were categorized into 4 distinct clusters. Cluster 4, an ancestral group, features small fruit, late maturity, and high genetic diversity. By contrast, cluster 2 is a transitional cluster with diverse fruit shapes and exhibits high genetic diversity. Clusters 1 and 3 are characterized by a long fruit shape and large-fruited peppers, respectively, demonstrating lower genetic diversity and higher linkage disequilibrium, indicating recent selective breeding [23]. The FBA values in these four clusters were calculated and compared. The FBA values of the large-fruited cluster 3 (54.27 ± 1.24°) and ancestral cluster 4 (55.30 ± 1.69°) were lower, while the FBA values of the long fruit-shaped cluster 1 (60.69 ± 1.14°) and transitional cluster 2 (60.15° ± 1.36°) were higher. Significant differences in FBA values were observed between clusters 1 and 4 (*p* < 0.05) as well as between cluster 3 and both clusters 1 and 2 (*p* < 0.01) (Fig. 3A).

**Fig. 3:**
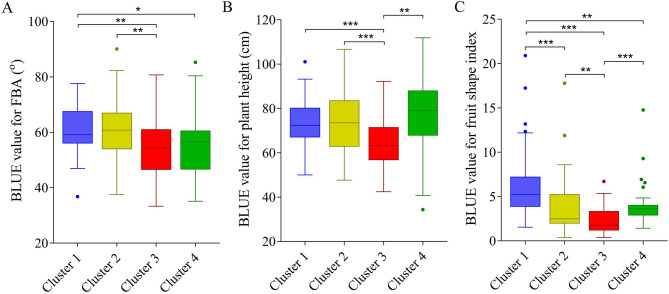
Divergence of the first branch angle (FBA) in the four pepper clusters. **A** Box plot showing the best linear unbiased estimator (BLUE) values for FBA in the four pepper clusters. Scale bar: 5 cm. **B** Box plot showing the BLUE values for plant height in the four pepper clusters. **C** Box plot showing the BLUE values for fruit shape index in the four pepper clusters. Significance of differences between clusters or genotypes: * represents *p* < 0.05, ** represents *p* < 0.01, *** represents *p* < 0.001

To identify potential relationships between FBA and other traits, correlations were evaluated with plant height, main stem height, fruit shape index, fruit weight, pericarp thickness, and first flower node. A significant negative correlation (*p* < 0.01) was found between FBA and plant height, whereas a significant positive correlation (*p* < 0.05) was detected between FBA and the fruit shape index. In addition, cluster 3 exhibited a significantly lower plant height compared with the other three clusters (Fig. 3B). Significant differences in the fruit shape index were observed between each pair of clusters, except between clusters 2 and 4 (Fig. 3C). These findings suggest that the loci regulating FBA, plant height, and fruit shape index either overlap or are closely linked.

### Cytological observation of the first branch among accessions with divergent angles

Based on the GWAS results that identified candidate genes involved in cell wall modification (e.g., Expansin-A3), we hypothesized that differences in branch angle architecture may be underpinned by variations in cellular morphology. To investigate the cytological basis for branch angle differences, paraffin sections of the branch junctions from accessions B010 (which had a small branch angle) and B003 (which had a large branch angle) were examined under a microscope (Fig. 4). The paraffin sections were stained with PAS to identify starch-filled amyloplasts, specialized organelles known to sense gravity and help plants orient their growth. The longitudinal sections showed that compact accession B010 contained more starch granules in endodermal amyloplasts (Fig. 4A and C) than those in the loose accession B003 (Fig. 4B and D). The cell diameters in the epidermis and endodermis on the adaxial side of the loose accession (86.89 ± 2.14 and 51.67 ± 2.39 μm, respectively) were 39.92% and 135.94% larger, respectively (both *p* < 0.01), compared with those in the compact accession (62.10 ± 1.94 and 21.90 ± 1.03 μm, respectively) (Fig. 4B and D). Furthermore, a horizontal cross-section at the branch–stem junction revealed that the vascular bundle of B010 exhibited a larger xylem (Fig. 4E) compared with B003 (Fig. 4F).

**Fig. 4:**
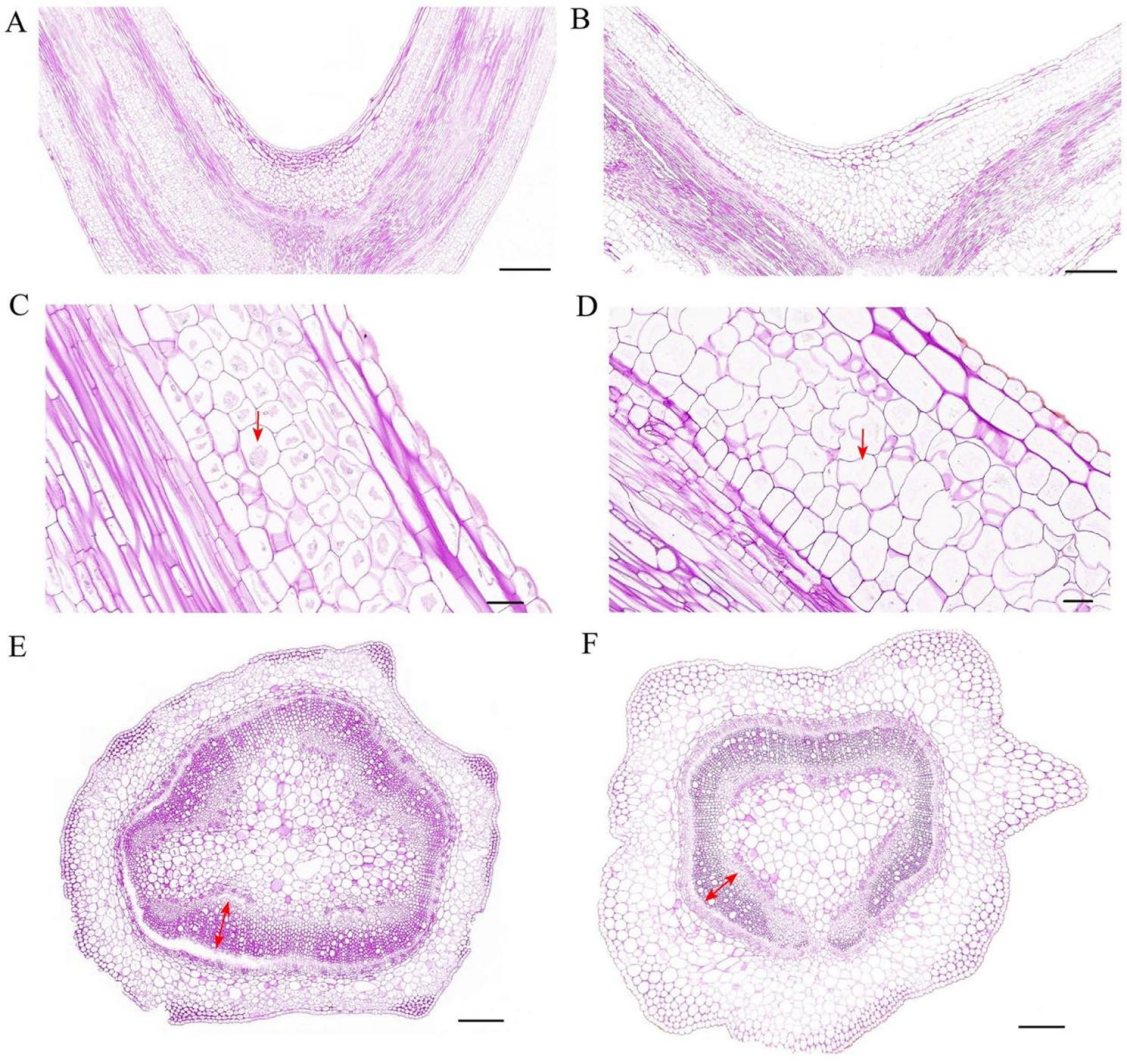
Cytological analysis of branch junctions in B010 and B003. **A** Longitudinal section of the branch junction in compact accession B010. **B** Longitudinal section of the branch junction in loose accession B003. **C** Magnified view of the endodermis in compact accession B010. **D** Magnified view of the endodermis in loose accession B003. **E** Horizontal section at the base of the branch junction in compact accession B010. **F** Horizontal section at the base of the branch junction in loose accession B003. Scale bars = 500 μm in (**A**, **B**), 50 μm in (**C**, **D**), 300 μm in (**E**, **F**). Red arrowheads: starch granules within endodermal amyloplasts in (**C**, **D**). Red double-headed arrows: xylem in (**E**, **F**)

### Hormone content of the first branch in accessions with divergent angles

Given that the GWAS candidate genes included hormone-related genes (e.g., *CA*.*PGAv*.*1.6.scaffold48*.*45*, *CA*.*PGAv*.*1.6*.*scaffold710*.*22*, *CA*.*PGAv*.*1*.*6*.*scaffold426*.*24*, *CA.PGAv.1.6.scaffold708.2*, and *CA.PGAv.1.6.scaffold847.14*), we hypothesized that phytohormone is crucial for FBA regulation. To verify this, the hormone contents of the first branch in accessions with divergent angles were determined using HPLC-MS/MS. The contents of auxin precursors (IAN and IAM) and auxin (IAA) in compact accession B010 were significantly higher than those in loose accession B003, with the differences in IAN and IAA reaching statistical significance (*p* < 0.01; *p* < 0.0001) (Fig. 5). By contrast, the conjugated auxin (IAA ASP) content in B010 was significantly lower than in B003 (*p* < 0.05). In addition, the GA (GA1, GA3, and GA4), CK (ZT, tZ, and iP), ABA, BR (BL, CS, and 28HBL), and SL (Strigol and 5-DS) levels were all lower in B010 than in B003 (Fig. 5). The differences in GA1 (*p* < 0.01), GA3 (*p* < 0.05), zeatin (*p* < 0.05), tZ (*p* < 0.05), BL (*p* < 0.01), CS (*p* < 0.0001), 28-HBL (*p* < 0.0001), strigol (*p* < 0.001), and 5-DS (*p* < 0.05) were statistically significant, whereas the differences in GA4, iP, and ABA were not significant (Fig. 5).

**Fig. 5:**
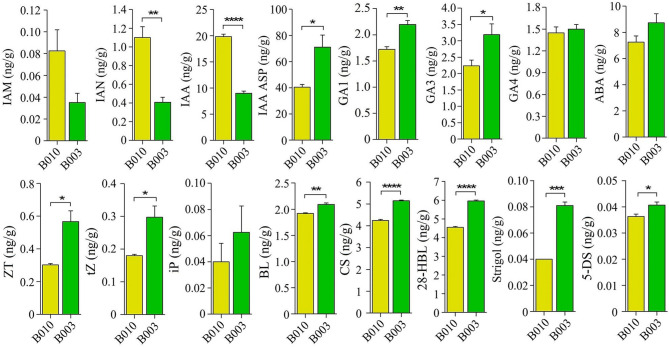
The contents of 12 hormones in the first branches of compact accession B010 and loose accession B003. Asterisks show significant differences between B010 and B003 (Student’s t-test, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001). IAM: indoleacetamide; IAN: indoleacetonitrile; IAA: indole-3-acetic acid; IAA ASP: indole-3-acetic acid asparagine; GA1: gibberellin A1; GA3: gibberellin A3; GA4: gibberellin A4; ABA: abscisic acid; ZT: zeatin; tZ: trans-zeatin; iP: isopentenyl adenine; BL: brassinolide; CS: castasterone; 28-HBL: 28-homobrassinolide; 5-DS: 5-deoxystrigol

### Comparative transcriptomic analysis of the first branches

Building on the genetic loci identified by GWAS and the observed hormonal differences between accessions, we performed a comparative transcriptomic analysis to further elucidate the molecular mechanisms underlying branch angle divergence. At the early flowering stage, the first branch sites of B010 and B003 were sampled for RNA sequencing, with three biological replicates for each accession. 

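RNA sequencing measured the transcripts of the first branch site, where the main stem of pepper forks, in compact accession B010, which has a small branch angle, and loose accession B003, which has a large one. Each of the 3 libraries per accession was made from the pooled tissue of 8 plants, so the 6 libraries give 3 independent values per accession. The authors filtered the paired reads and aligned them to the cv.59 genome with HISAT2. The paper's text does not name the program that counted reads on genes, or its handling of strand and of reads that align to several places, so genes with near-identical copies have uncertain counts. The deposited values are raw counts and FPKM, that is, fragments scaled to exon length and to the mapped reads of the library, of 24829 genes. Of these, 3169 are loci called LJ_newGene, which lie outside the cv.59 gene identifiers. The values do not pair the identifiers with gene names, so genes are given by identifier and by the pathway that the paper assigns to them. The counts on genes summed to 47659515, 29891192 and 30287766 in B010 replicates 1, 2 and 3 and to 36975048, 32537786 and 31995236 in B003 replicates 1, 2 and 3. Over all 3 libraries, this came to 107838473 counts for B010 and 101508070 for B003. The paper's text gives 80049780 clean reads for B010 and 73010958 for B003 without saying whether these are totals, means or read pairs, and the values given here rest on the counts on genes. From these counts, 24738 genes that passed edgeR's expression filter were tested with its quasi-likelihood test after TMM normalization, and p-values were adjusted over all of them by the Benjamini-Hochberg method. DEGs were genes with an adjusted p of at most 0.05 and a log2 fold change of at least 1 in either direction. Log2 fold changes are of B010 over B003, so that a negative value means a higher level in B003. Expression levels are TMM-scaled CPM, the counts of a gene per 1000000 counts of its library, where 3 counts, the limit that a count of 0 allows, correspond to between 0.0629 and 0.100 CPM before scaling. An exact permutation test of a single gene cannot go below p = 0.1 with 3 libraries against 3, which is why the model across all genes was used. The choices that could change the number of DEGs include the test, the filter, the fold-change threshold, the replicate number as a block and the omission of a library.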

After removing low-quality sequences, 80,049,780 and 73,010,958 pair-end clean reads were obtained from B010 and B003, respectively, and 95.24% and 94.82% of reads, respectively, were successfully mapped to the *C*. *annuum* cv.59 reference genome. Principal component analysis (PCA) revealed that the B010 samples clustered separately from the B003 samples, with clear differentiation along the PC1 and PC2 axes, indicating variation between these accessions (Fig. S1). 

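On the log2 CPM of the 1000 most variable genes, PC1 held 92.0% of the variance and PC2 held 3.15%. The B010 libraries had PC1 scores of 110, 114 and 98.3 for replicates 1, 2 and 3, and the B003 libraries had scores of -103, -106 and -114. The distance between the nearest libraries of both accessions on PC1 was 201, larger than the spread within either accession. On PC2, the accessions were not separated, since the scores of B010 ran from -35.8 to 24.0 and those of B003 from -12.6 to 16.5. Scores on different components are uncorrelated, so little separation was left for PC2 once PC1 held it. Of the choices tried, taking all 24738 tested genes moved the share of PC1 most, to 80.2%, with 7.92% on PC2. Across genes, which are not independent replicates, Pearson's r of log2 CPM was between 0.917 and 0.978 for pairs of B010 libraries and between 0.934 and 0.974 for pairs of B003 libraries. It was between 0.647 and 0.761 for pairs from different accessions. No p-value was computed from the components.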

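At the thresholds given above, 6260 of the tested genes, or 25.3%, differed between B010 and B003 (edgeR's quasi-likelihood test). The median absolute log2 fold change of the DEGs was 2.06. In 54.4% of the tested genes, every library of one accession lay above every library of the other, where chance gives 10% with 3 libraries against 3. Among the DEGs, 6124 showed this separation. The biological coefficient of variation between replicates, fitted over all genes, was 0.334. Without a limit on the fold change 9598 genes were called, and with a limit of 2 on the absolute log2 fold change 3229 were. At the main thresholds, the number of DEGs fell from 6260 to 3615 without B010 replicate 1 and to 4117 without B003 replicate 3. It also fell to 4560 without B010 replicate 2 and to 4294 without B003 replicate 2. Without B010 replicate 3 it rose to 6967, and without B003 replicate 1 to 6815. Leaving out B010 replicate 1, the library with the most counts, leaves replicates 2 and 3. These are the B010 pair with the lowest Pearson's r, 0.917, against 0.978 for replicates 1 and 2. The fall without B010 replicate 1 therefore does not show that the calls rest on that library.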

A total of 7,279 DEGs were identified in the comparison between compact accession B010 and loose accession B003. Among these, 3,586 DEGs were consistently upregulated in B010 compared with B003, while 3,693 DEGs were downregulated in B003 (Fig. 6A). 

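Of the DEGs called from the counts, 3088 were higher in B010 and 3172 were higher in B003, so 49.3% were higher in B010. The paper's text gives its 3586 DEGs as upregulated in B010. In the authors' deposited table, however, the 3586 genes called up have a higher mean FPKM in B003. The 3693 called down have a higher mean in B010. The genes with the smallest p-values show how far the accessions lay apart. Capann_59Chr11g029010 had 64.2 ± 1.68 CPM (SD, n = 3) in B010 and 8.48 ± 0.395 CPM (SD, n = 3) in B003, a log2 fold change of 2.92 (standard error 0.11, edgeR adjusted p = 0.000657). Capann_59Chr07g000980 was counted 1127, 597 and 733 times in the B010 libraries and 2, 4 and 3 times in those of B003. In the other direction, Capann_59Chr12g026700 had 2.11 ± 0.183 CPM (SD, n = 3) in B010 and 228 ± 56.1 CPM (SD, n = 3) in B003, a log2 fold change of -6.75 (standard error 0.26, edgeR adjusted p = 0.000657). Capann_59Chr06g004300 had at most 1 count in each B010 library and 30.6 CPM in B003, where it was at least 353-fold higher than the limit of 3 counts in B010. These 4 genes were DEGs whichever library was left out. Without B010 replicate 1, 1812 genes were called higher in B010 and 1803 higher in B003, and without B003 replicate 3, 1923 were called higher in B010.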

GO classification analysis showed that the majority of DEGs were primarily involved in biological processes such as cellular and metabolic processes, cellular components such as the cell and cell part, and molecular functions related to binding and catalytic activity (Fig. 6C). According to KEGG analysis, the DEGs were mainly involved in carbohydrate metabolism and signal transduction (Fig. 6B).

**Fig. 6:**
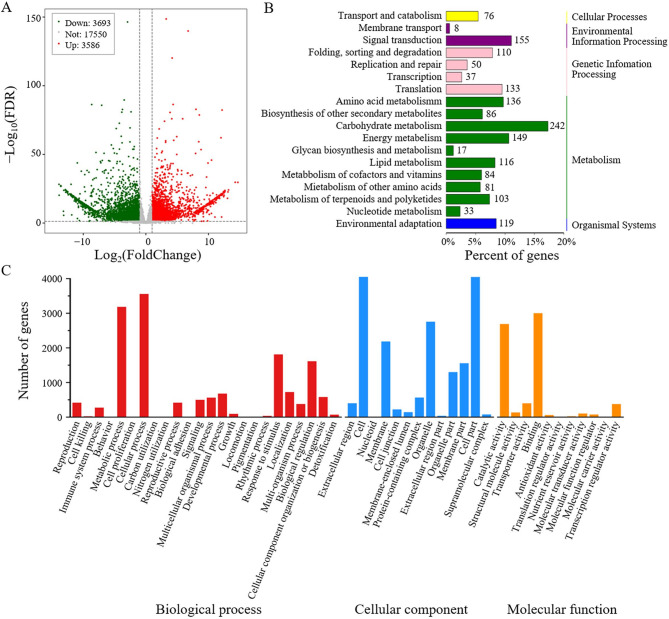
Differentially expressed genes (DEGs) between compact accession B010 and loose accession B003. **A** Volcano plot depicting the significantly upregulated and downregulated genes between B010 and B003. **B** KEGG pathway analysis of DEGs. **C** Functional categorization of DEGs between B010 and B003 according to Gene Ontology (GO) analysis

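The heat maps of Fig. 7 list 44 genes by pathway, all of which were among the genes tested. The study chose these lists from the same 6 libraries, so their calls are not independent evidence. Only the counts of calls and directions are given here. The values of single genes given further below, by pathway, have the same limit. Over all genes tested, 40 of the 44 were called, and adjusted over the list alone, 44 were (edgeR's quasi-likelihood test in both cases). In 39 of the 44 genes the libraries of the accessions did not overlap. Of the 8 genes of auxin-mediated signaling, 5 were higher in B010 and 3 in B003, and all 8 were called. Of the 17 calcium genes, 13 had a higher mean in B010 and 4 in B003, and 11 and 3 of these were called. All 3 genes of zeatin biosynthesis were called as higher in B003. Of the 6 genes of gibberellin biosynthesis, 5 were higher in B003 and 1 in B010, all of them called. Of the 10 genes of brassinosteroid biosynthesis, 9 had a higher mean in B003, with 8 called, and 1 was called as higher in B010. Among other changes, the number of calls among the 44 genes fell to 34 with the replicate number as a block. It fell to 22 without B010 replicate 1 and to 26 without B003 replicate 3. It rose to 41 with upper-quartile factors in edgeR and to 44 with the Wald test of DESeq2. No gene of the lists changed its direction under any alternative in which it was tested. Tests of enrichment were not run, because annotation of the genes with functional categories was not used here.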

DEGs were significantly enriched in several biological processes associated with the GWAS candidate genes as well as the differential hormones between B010 and B003, such as the positive regulation of the auxin-mediated signaling pathway (Fig. 7A) and calcium-mediated signaling (Fig. 7E), in which most DEGs were downregulated in B003, zeatin biosynthesis (Fig. 7B), gibberellin biosynthesis (Fig. 7C), and brassinosteroid biosynthesis (Fig. 7D), in which most DEGs were upregulated in B003. Furthermore, two candidate genes identified through GWAS analysis, namely *CA.PGAv.1.6.scaffold1697.8* (*Capann_59Chr04g009940*) and *CA.PGAv.1.6.scaffold584.27* (*Capann_59Chr07g001410*), were also found to be differentially expressed in the transcriptome data, suggesting their potential regulatory roles in FBA formation.

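Capann_59Chr04g009940, which the paper pairs with a serine/threonine-protein kinase-like gene on chromosome 4, had 1.5 ± 0.632 CPM (SD, n = 3) in B010 and 4.95 ± 0.0649 CPM (SD, n = 3) in B003. This was a log2 fold change of -1.73 (standard error 0.33, edgeR adjusted p = 0.0111). Its counts were low, at 48, 35 and 75 in B010 and 197, 151 and 152 in B003. The gene was called with each library left out in turn, with log2 fold changes from -2.13 to -1.49, and it missed only the stricter limit of 2 on the log2 fold change among the alternatives. Capann_59Chr07g001410, paired with a receptor-like serine/threonine-protein kinase gene on chromosome 7, had 1.76 ± 0.408 CPM (SD, n = 3) in B010 and 8.48 ± 5.20 CPM (SD, n = 3) in B003. Its log2 fold change was -2.27 (standard error 0.61, edgeR adjusted p = 0.0305). B003 replicate 1 stood at 2.49 CPM, against 11.0 and 11.9 CPM in replicates 2 and 3, and so lay close to the highest B010 library at 2.1 CPM. Without B003 replicate 1 the gene stayed a DEG, with an edgeR adjusted p of 0.00251, whereas leaving out any other library took it past the threshold, with edgeR adjusted p from 0.0610 to 0.110. It was also not called by limma on log2(FPKM + 1), with an adjusted p of 0.0541. Over all alternatives, its adjusted p ran from 0.000902 to 0.110. From the differential expression of both candidates, the paper proposes that they have potential regulatory roles in FBA formation.

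**Figure D1:**
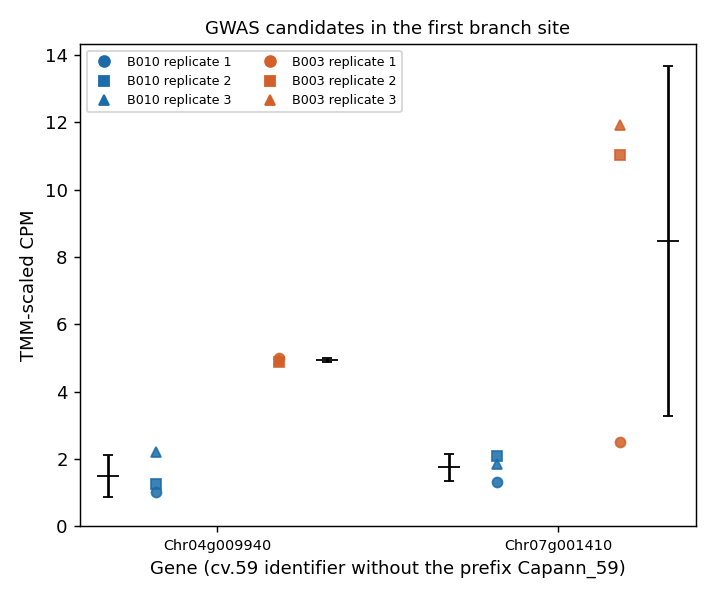
TMM-scaled CPM of both GWAS candidates in the 6 libraries, with B010 in blue and B003 in orange. Points are single libraries and black bars are the mean ± SD of 3 libraries; B003 replicate 1 of Chr07g001410, at 2.49 CPM, lies near the B010 libraries.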

**Fig. 7:**
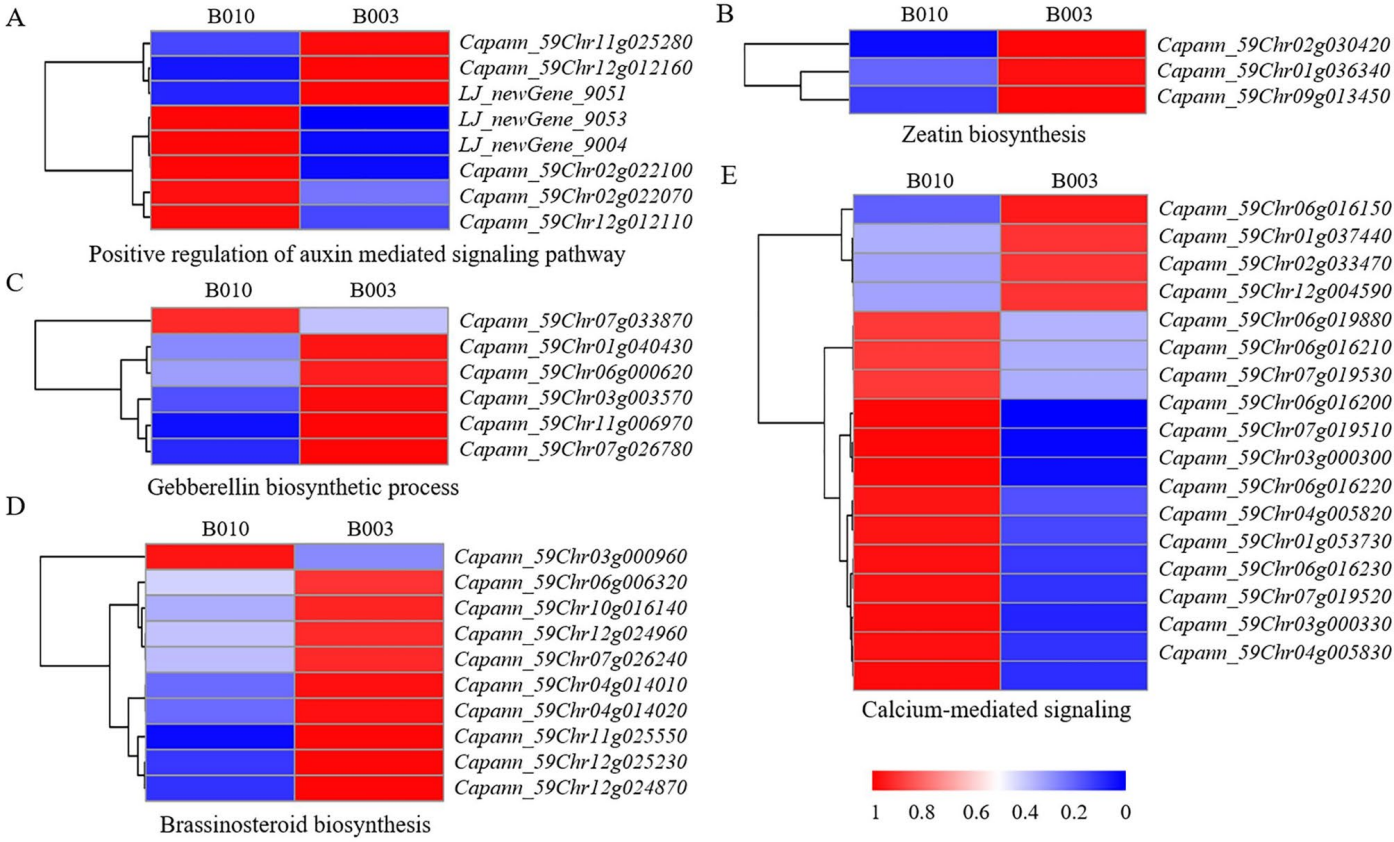
Heat maps of differentially expressed genes (DEGs) associated with branch angle. **A** DEGs related to the positive regulation of the auxin-mediated signaling pathway. **B** DEGs participating in zeatin biosynthesis. **C** DEGs contributing to the gibberellin biosynthesis process. **D** DEGs engaged in brassinosteroid biosynthesis. **E** DEGs implicated in calcium-mediated signaling. The color scale represents standardized fragments per kilobase of exon per million fragments mapped (FPKM) values, with blue indicating low expression and red representing high expression

### qRT-PCR verification of DEGS related to branching

To validate the transcriptome results, the expression levels of nine selected DEGs were analyzed using qRT-PCR. These DEGs includes seven associated with key pathways, such as positive regulation of auxin-mediated signaling, zeatin biosynthesis, gibberellin biosynthesis, brassinosteroid biosynthesis, and calcium-mediated signaling, as well as two candidate genes identified from the GWAS analysis (*CA.PGAv.1.6.scaffold1697.8* and *CA.PGAv.1.6.scaffold584.27*). 

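The primers and Fig. 8 cover 11 genes, more than the paper's text counts. In the RNA-seq counts, 4 of them were higher in B010 and 7 were higher in B003, and all 11 were DEGs. On the deposited FPKM scale, the levels of the auxin genes LJ_newGene_9004, Capann_59Chr02g022070 and Capann_59Chr12g012110 in B010 were 1.48 ± 0.0739, 0.792 ± 0.381 and 4.92 ± 2.52 FPKM (SD, n = 3). In B003 the same genes stood at 0.0411 ± 0.0430, 0.195 ± 0.0565 and 0.754 ± 0.243 FPKM (SD, n = 3). The calcium gene Capann_59Chr06g019880 had 4.05 ± 0.947 FPKM in B010 and 1.88 ± 0.549 FPKM in B003 (SD, n = 3). The zeatin gene Capann_59Chr09g013450 had 1.74 ± 0.311 FPKM in B010 and 13.9 ± 6.98 FPKM in B003 (SD, n = 3). For the gibberellin genes Capann_59Chr06g000620 and Capann_59Chr07g026780, the B010 levels were 2.43 ± 0.920 and 0.607 ± 0.248 FPKM and the B003 levels were 7.29 ± 2.44 and 6.85 ± 6.51 FPKM (SD, n = 3). The brassinosteroid genes Capann_59Chr11g025550 and Capann_59Chr12g024870 were near the detection limit in B010, at 0.0356 ± 0.0309 and 0.159 ± 0.133 FPKM, and reached 1.25 ± 0.776 and 1.5 ± 0.527 FPKM in B003 (SD, n = 3). The candidates from the GWAS had 0.872 ± 0.457 and 0.724 ± 0.164 FPKM in B010 and 2.79 ± 0.206 and 3.40 ± 2.01 FPKM in B003 for Capann_59Chr04g009940 and Capann_59Chr07g001410 (SD, n = 3). In each of the 11 genes, all 3 libraries of one accession lay above the 3 of the other. The qRT-PCR measurements themselves were not analysed here.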

Although differences in absolute expression levels were observed between RNA-seq and qRT-PCR, the expression trends were consistent across the selected genes. For example, *LJ_newGene_9004*, *Capann_59Chr02g022070*, and *Capann_59Chr12g012110*, which have been implicated in the positive regulation of auxin-mediated signaling, were upregulated in compact accession B010 compared with B003. By contrast, *Capann_59Chr09g013450* was downregulated in B010 relative to B003. Similarly, the GWAS candidate genes *CA.PGAv.1.6.scaffold1697.8* and *CA.PGAv.1.6.scaffold584.27* were significantly upregulated in B003 (Fig. 8). These results not only confirm the reliability of the transcriptome data, but also provide expression-level validation to support the genetic association identified in GWAS.

**Fig. 8:**
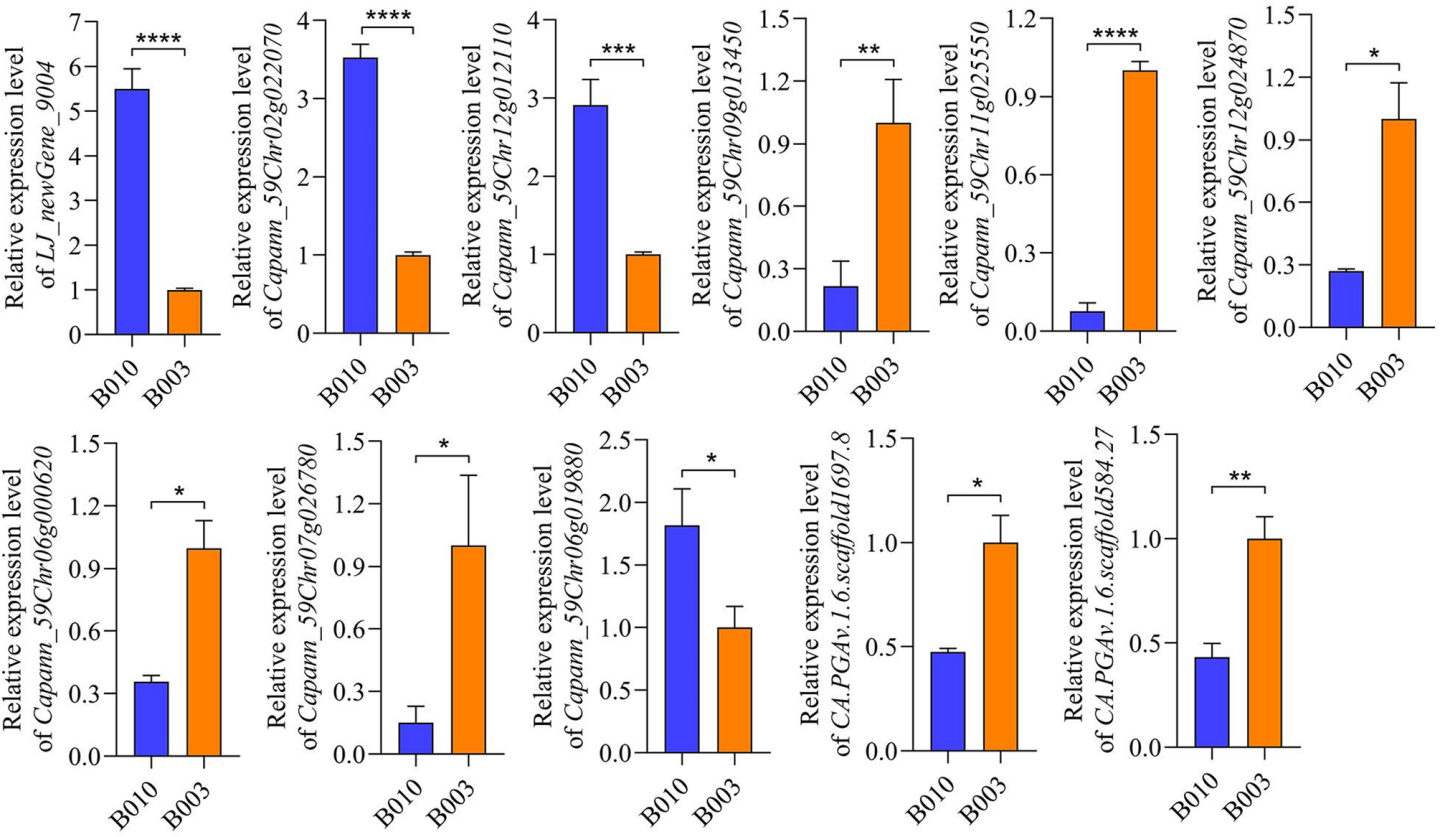
Relative gene expression levels of selected differentially expressed genes (DEGs) in B010 and B003 verified using qRT-PCR. Asterisks show significant differences between B010 and B003 (Student’s t-test, * indicates *p* < 0.05, ** represents *p* < 0.01, *** indicates *p* < 0.001, **** represents *p* < 0.0001)

## Discussions

Current genetic research on branch, tiller, and leaf angles primarily focuses on plants such as *Arabidopsis*, rice, and oilseed rape, providing a foundational reference for this study. However, studies on FBA remain limited in pepper. In this study, we employed a combination of GWAS, cytological observations, hormone detection, and comparative transcriptomic analysis to determine the mechanisms underlying the FBA trait in pepper. The relatively high broad-sense heritability (H²) of 93.26% and narrow-sense heritability (h²) of 72.06% indicate that FBA is predominantly governed by genetic factors, with a relatively low influence from environmental conditions. This suggests that, despite observed environmental effects, the trait has strong genetic stability, making it an ideal target for selective pepper breeding programs.

### Candidate genes in associated loci for FBA traits

The GWAS employed in this study enables high-resolution dissection of the FBA trait in pepper by harnessing natural genetic variation among diverse germplasm resources, efficiently revealing its polygenic architecture and key genetic determinants. The Manhattan plot for MLM (K), MLM (QK), and FarmCPU identified 25 SNPs associated with FBA. The SNP located at position 199,351,423 bp on chromosome 3 was identified by all these three models, explaining up to 17.99% of the phenotypic variance in the FarmCPU model. Two additional associated SNPs, chr03-199,351,456 and chr03-199,351,464 identified by MLM (K) and MLM (QK), proximal to this SNP, further support the reliability of this locus as a key regulator of FBA. Genes surrounding this locus, including the interactor of constitutively active ROPs 4-like gene (*CA.PGAv.1.6.scaffold1717.1*), BRI1 protein-encoding gene (*CA.PGAv.1.6.scaffold48.45*), F-box protein At5g51370-encoding gene (*CA.PGAv.1.6.scaffold48.42*), and putative nitric oxide synthase-encoding gene (*CA.PGAv.1.6.scaffold48.33*), were considered potential candidate genes. Among these candidates, BRI1 protein-encoding gene (*CA.PGAv.1.6.scaffold48.45*) is considered a key candidate gene at this locus due to its close physical proximity to the associated SNP (0.24 Mb) and its functional relevance, as its rice homolog *OsBRI1*, a brassinosteroid receptor kinase regulated by OsARF19, is a known determinant of leaf angle architecture [33].

The Gibberellin 20 oxidase 1-like gene (*CA.PGAv.1.6.scaffold710.22*) was proposed as a candidate for controlling FBA. Firstly, a nearby SNP (chr03-1032256, located just 0.17 Mb away) was identified by all three models and explained 10.24% of the phenotypic variance in the FarmCPU model. Secondly, the predicted role of this gene in GA biosynthesis aligns with the established mechanism through which GAs modulate leaf inclination by promoting adaxial parenchyma cell proliferation and radial expansion in the leaf collar zone [34, 35].

In the FarmCPU model, the SNP Chr04-220539044 explained the highest proportion of phenotypic variance, with a substantial contribution of 27.23%. Two candidate genes were identified at this locus: *CA.PGAv.1.6.scaffold1658.8*, which encodes a bHLH143 transcription factor, and *CA.PGAv.1.6.scaffold1697.8*, which encodes a serine/threonine-protein kinase-like protein. Notably, *CA.PGAv.1.6.scaffold1697.8* emerged as a particularly promising candidate, not only due to the putative functional role of serine/threonine-protein kinase in auxin transport [36, 37] but also because its differential expression between the compact B010 and the loose B003. Similarly, a receptor-like serine/threonine-protein kinase-encoding gene, *CA.PGAv.1.6.scaffold584.27*, was identified as a putative candidate for SNP Chr07-2793550 (11.67% phenotypic variance explained in FarmCPU). Like the aforementioned candidate, this gene also showed differential expression between B010 and B003. Moreover, receptor-like serine/threonine-protein kinases are known to positively regulate brassinosteroid (BR) signaling [38], which provides functional relevance to its potential role in FBA.

In addition, *CA.PGAv.1.6.scaffold519.11*, a calcium-dependent protein kinase 24-like (CDPK24) gene located 1.05 Mb away from this Chr02-120686854, is a possible candidate given the involvement of CDPKs in phytohormone signaling pathways [39]. *CA.PGAv.1.6.scaffold548.24* (calcium-dependent protein kinase 26) and *CA.PGAv.1.6.scaffold548.21* (ABC transporter B family member 28) may represent candidate genes for the Chr03-223021763/Chr03-223021839 locus. ABCBs are necessary for polar auxin transport, suggesting their involvement at these loci [40, 41]. *CA.PGAv.1.6.scaffold426.24*, a probable indole-3-pyruvate monooxygenase YUCCA10 gene involved in auxin biosynthesis [42, 43], may serve as a candidate gene for the Chr03-35861683/Chr03-35866908 locus, as auxin regulates branch angle and gravitropic responses [44]. Given that SAUR proteins regulate branch angle by promoting auxin-mediated asymmetric cell elongation on the abaxial side, we propose that *CA.PGAv.1.6.scaffold847.14* and *CA.PGAv.1.6.scaffold847.15* (which encode an auxin-responsive SAUR50 protein) are the putative underlying genes for the locus Chr12-233823353. However, these SNPs require additional confirmation due to the presence of only one significantly associated SNP at their loci.

The identification of these candidate genes is of great significance for advancing FBA research in pepper, as they reveal novel genetic factors regulating this important trait and offer potential targets for breeding programs aiming to optimize pepper architecture. However, most of the candidate genes identified through GWAS did not show significant differential expression in the transcriptomic analysis between compact B010 and loose B003. Nevertheless, we observed an enrichment of the biological processes associated with these candidate genes, for example, brassinosteroid biosynthesis related to *BRI1*, gibberellin biosynthesis related to *Gibberellin 20 oxidase 1*, calcium-mediated signaling related to *CDPK24*, and auxin-mediated signaling pathways related to *YUCCA10*. This suggests that these pathways play an important role in regulating FBA in pepper. These genes might not regulate downstream biological processes via expression level differences but rather through variations in gene sequences or epigenetic modifications. Furthermore, since the candidate genes in this study were identified based on 220 pepper accessions, these genes might not be specifically related to the FBA differences observed between the two randomly chosen germplasm resources, B010 and B003.

### FBA variation and its relationship with key agronomic traits

This study revealed that FBA showed no significant changes from the ancestral group (cluster 4) to the transitional cluster (cluster 2). From cluster 2 to the recently selected long fruit-shaped cluster (cluster 1), FBA slightly decreased, but the reduction was not statistically significant. By contrast, a significant decrease in FBA was observed from cluster 2 to the recently selected large-fruited cluster (cluster 3). Notably, cluster 3 exhibited a significantly lower plant height and a smaller fruit shape index compared with the other three clusters. Previous research has shown that peppers with smaller branching angles tend to have greater plant height [21]. Therefore, the significant decrease in FBA from clusters 2 to 3 was likely a byproduct of selection for fruit shape (fruit shape index) or plant height. From a developmental perspective, shorter plants may allocate more resources to lateral growth, resulting in larger branch angles, whereas taller plants might invest more in vertical growth, limiting branch angle development.

Historically, selection in pepper breeding has primarily focused on fruit-related traits, such as fruit size, shape, and pungency [45]. However, with the increasing adoption of mechanized production in agriculture, there is a growing need to develop pepper varieties with a moderately compact plant architecture, higher planting density, reduced branch entanglement, and improved harvest efficiency. The genetic loci associated with FBA and the accessions with a moderately compact architecture (e.g., B420 and WY291) identified in this study provide a valuable foundation for future breeding efforts aiming to optimize pepper plant architecture.

### Cytological basis of FBA variation between divergent materials

To uncover the cellular basis for the substantial difference in branch angles between B010 and B003, we analyzed their branch junctions using paraffin section microscopy. The longitudinal sections revealed a higher number of amyloplasts within the endodermis of the compact accession B010 compared with the looser B003, suggesting that B010 exhibits greater responsiveness to gravity. The vascular bundle of B010 exhibited a larger xylem, suggesting that variation in xylem size could explain the difference in branch angles between compact and loose accessions. These findings align with previous studies in rapeseed and rice [8, 14] that made similar observations. Furthermore, the larger cell diameter observed in the loose accession suggests that the increased cell size in the junction area of the first branch contributes to greater separation between the two branches, thereby resulting in a wider branch angle, which is consistent with previous observations in rapeseed [46]. This observed significant increase in cell diameter is consistent with the proposed role of the candidate genes identified in GWAS, wherein the cell wall-loosening activity of expansin-A3 (*CA.PGAv.1.6.scaffold324.9*) likely promotes expansion, while the coordinated actions of polygalacturonase (*CA.PGAv.1.6.scaffold212.4*; pectin degradation), plasma membrane ATPase 4 (*CA.PGAv.1.6.scaffold81.5*; cell wall acidification), and β−1,3-galactosyltransferase 2 (*CA.PGAv.1.6.scaffold1740.1*; cell wall polysaccharide biosynthesis) are predicted to remodel the cell wall to facilitate this growth and govern the resultant branch angle.

### Mechanisms regulating FBA in pepper revealed by hormonal and transcriptomic profiling

Since hormones play a key role in regulating branch, tiller, and leaf angles, we focused on the differences in hormone levels between B010 and B003. Compact accession B010 showed significantly higher levels of auxin precursors (IAN) and free auxin (IAA) but a lower conjugated auxin (IAA-ASP) content compared with loose accession B003, consistent with IAA’s role as a negative regulator of leaf angle in corn, rice, and potato [47–50]. Correspondingly, the DEGs were significantly enriched in the positive regulation of the auxin-mediated signaling pathway, with most upregulated in the compact B010.

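Among the auxin genes higher in B010, LJ_newGene_9053 had 7.88 ± 2.08 CPM (SD, n = 3) in B010 and was counted 0, 5 and 0 times in the B003 libraries. LJ_newGene_9004 had 4.16 ± 0.313 CPM (SD, n = 3) in B010 and 0, 4 and 8 counts in B003, with a log2 fold change of 5.04 (standard error 0.80, edgeR adjusted p = 0.00671). Both loci are known only by their LJ_newGene names. Capann_59Chr12g012110 had a log2 fold change of 2.61 (standard error 0.42, edgeR adjusted p = 0.00687) and was called with every library left out in turn. Capann_59Chr02g022100 and Capann_59Chr02g022070 had log2 fold changes of 4.81 (standard error 1.15, edgeR adjusted p = 0.0223) and 1.97 (standard error 0.43, edgeR adjusted p = 0.0169). The former call was lost in 4 and the latter in 3 of the 6 fits that each left out one library, and with the replicate number as a block the former had an edgeR adjusted p of 0.0666. Neither was called by limma on log2(FPKM + 1) without a filter (limma adjusted p = 0.0676 and 0.0641). At the low FPKM of Capann_59Chr02g022070, adding 1 also shrank the log2 fold change to 0.563. The B010 libraries of Capann_59Chr02g022100 had 5.27, 0.508 and 2.74 CPM. Of the genes higher in B003, Capann_59Chr11g025280 had 5.60 ± 3.82 CPM (SD, n = 3) in B010 and 40.8 ± 20.3 CPM (SD, n = 3) in B003. Capann_59Chr12g012160 had 1.91 ± 1.21 CPM (SD, n = 3) in B010 and 38.6 ± 22.9 CPM (SD, n = 3) in B003. The locus LJ_newGene_9051 had a log2 fold change of -3.68 (standard error 0.53, edgeR adjusted p = 0.00485). Of these 3 genes, Capann_59Chr11g025280 was not called without B010 replicate 1, and LJ_newGene_9051 was not called by limma on log2(FPKM + 1) without a filter. There LJ_newGene_9051 missed only the fold-change limit, at -0.956 (limma adjusted p = 0.0148), because adding 1 to low FPKM values shrinks fold changes.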

A relationship has been reported between CK and auxin, with CK acting downstream of auxin [51]. Auxin inhibits CK synthesis by repressing the expression of the *IPT* gene, which plays a key role in CK biosynthesis [52, 53]. This is consistent with our findings showing that the *Capann_59Chr01g036340* and *Capann_59Chr09g013450* genes, both annotated as IPT in KEGG and involved in ZT biosynthesis, were upregulated in B003. 

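Capann_59Chr01g036340 had 4.22 ± 1.38 CPM (SD, n = 3) in B010 and 19.5 ± 8.93 CPM (SD, n = 3) in B003, a log2 fold change of -2.21 (standard error 0.42, edgeR adjusted p = 0.0114). For Capann_59Chr09g013450 the levels were 1.72 ± 0.305 CPM in B010 and 13.6 ± 5.99 CPM in B003 (SD, n = 3), with a log2 fold change of -2.98 (standard error 0.38, edgeR adjusted p = 0.00329). The remaining gene of Fig. 7B, Capann_59Chr02g030420, had the largest change of the list, from 1.29 ± 0.642 CPM in B010 to 57.4 ± 16.3 CPM in B003 (SD, n = 3), a log2 fold change of -5.49 (standard error 0.50, edgeR adjusted p = 0.00151). The B003 libraries of Capann_59Chr09g013450 spread from 8.40 to 20.1 CPM, all above the highest B010 library at 1.99 CPM. None of the alternatives in which they were tested changed the call of these 3 genes.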

IPT is an essential enzyme for the synthesis of CKs, such as ZT, tZ, and iP [54]. In line with this, the levels of ZT, tZ, and iP in B003 were higher than those in B010, and the tZ and ZT levels showed a significant difference.

Previous studies have shown that GAs play a role in increasing the leaf angle by promoting the proliferation and expansion of parenchymal cells on the adaxial side of leaf joints [34, 55, 56]. Consistent with these findings, the GA1 concentration (the principal bioactive GA in rice) was significantly higher in B003 than in B010. This result was further supported by transcriptomic analysis, which revealed that DEGs were significantly enriched in GA biosynthesis, with the majority of DEGs upregulated in the loose B003.

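Capann_59Chr11g006970 showed the largest change among the gibberellin genes, with a log2 fold change of -4.80 (standard error 1.27, edgeR adjusted p = 0.0298). Its B003 libraries had 52.7, 53.5 and 66.2 CPM, whereas its B010 libraries had 0.527, 0.0725 and 5.60 CPM, so that replicate 3 of B010 lay far above the other two. The call was lost without B010 replicate 1 and without B003 replicates 2 or 3. Capann_59Chr07g026780 had a log2 fold change of -3.41 (standard error 0.76, edgeR adjusted p = 0.0178), with 14.4 CPM in B003 replicate 1 against 3.43 and 3.48 CPM in replicates 2 and 3, and was not called without B010 replicate 1 or 2. Capann_59Chr03g003570 had a log2 fold change of -2.70 (standard error 0.70, edgeR adjusted p = 0.0281), and its call was lost in 4 of the 6 fits that left out one library. B003 replicate 1 of this gene stood at 6.44 CPM, near the 5.84 CPM of B010 replicate 3. Capann_59Chr01g040430 and Capann_59Chr06g000620 had log2 fold changes of -1.83 (standard error 0.33, edgeR adjusted p = 0.00949) and -1.64 (standard error 0.33, edgeR adjusted p = 0.0137), and the latter was not called without B010 replicate 1. The exception to the direction of the list was Capann_59Chr07g033870, with 49.0 ± 11.9 CPM (SD, n = 3) in B010 and 20.4 ± 2.04 CPM (SD, n = 3) in B003, a log2 fold change of 1.27 that was called with every library left out in turn.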

BRs are synthesized from campesterol and converted into the biologically active compounds CS and BL [57, 58]. Among BRs, BL and CS exhibit high biological activity and are widely distributed in plants [59], whereas 28-HBL (which differs from BL at the C-24 position) has activity comparable to that of BL under certain conditions [60]. BR biosynthesis is crucial for controlling leaf angle since BRs stimulate cell elongation on the adaxial side of the lamina joint [61–64]. Defective/knockdown of BR biosynthesis enzyme genes reduced the rice tiller angle or caused erect leaves in rice [10, 62, 65–69]. In this study, we found that BL, CS, and 28-HBL levels were significantly higher in loose B003 than in compact B010. In addition, DEGs were enriched in the BR biosynthesis pathway, with most DEGs upregulated in B003. These results suggest that BRs play a key role in FBA regulation in pepper, likely by promoting cell elongation and contributing to larger cell size, as observed in loose B003.

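The brassinosteroid genes higher in B003 had log2 fold changes from -5.08 to -1.14. Capann_59Chr04g014010 had the smallest p of them, with 5.30 ± 1.62 CPM (SD, n = 3) in B010 and 24.7 ± 2.74 CPM (SD, n = 3) in B003 (log2 fold change -2.22, standard error 0.25, edgeR adjusted p = 0.00239). Its neighbour by identifier, Capann_59Chr04g014020, had a log2 fold change of -2.23 (standard error 0.56, edgeR adjusted p = 0.0255), and its call was lost in 4 of the 6 fits that left out one library. Reads could be split between such neighbours if they are copies, which the counts alone do not show. Capann_59Chr11g025550 was counted 0, 4 and 4 times in B010 and 75, 49 and 149 times in B003. Capann_59Chr12g024870 was counted 5, 2 and 9 times in B010 and 32, 51 and 58 times in B003, and was not called without B010 replicate 1. Capann_59Chr12g025230 was not called, with a log2 fold change of -3.16 (standard error 1.18, edgeR adjusted p = 0.0776). In this gene B003 replicate 1 had 0.280 CPM, below all B010 libraries, against 6.21 and 12.2 CPM in B003 replicates 2 and 3, and without it the gene was called (edgeR adjusted p = 0.00466), while the adjusted p over all alternatives ran up to 0.216. Capann_59Chr06g006320, Capann_59Chr10g016140, Capann_59Chr12g024960 and Capann_59Chr07g026240 had log2 fold changes of -1.14, -1.48, -1.30 and -1.31. Of these, Capann_59Chr10g016140 and Capann_59Chr07g026240 were not called without B010 replicate 1, and the latter was not called by limma on log2(FPKM + 1) either. There Capann_59Chr07g026240 missed only the fold-change limit, at -0.772 with the filter (limma adjusted p = 0.0287), because adding 1 to low FPKM values shrinks fold changes. Capann_59Chr03g000960 was the only one of the 10 genes with a higher mean in B010, at 277 ± 117 CPM (SD, n = 3) against 77.7 ± 16.6 CPM (SD, n = 3) in B003, and was not called without B003 replicate 3.

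**Figure D2:**
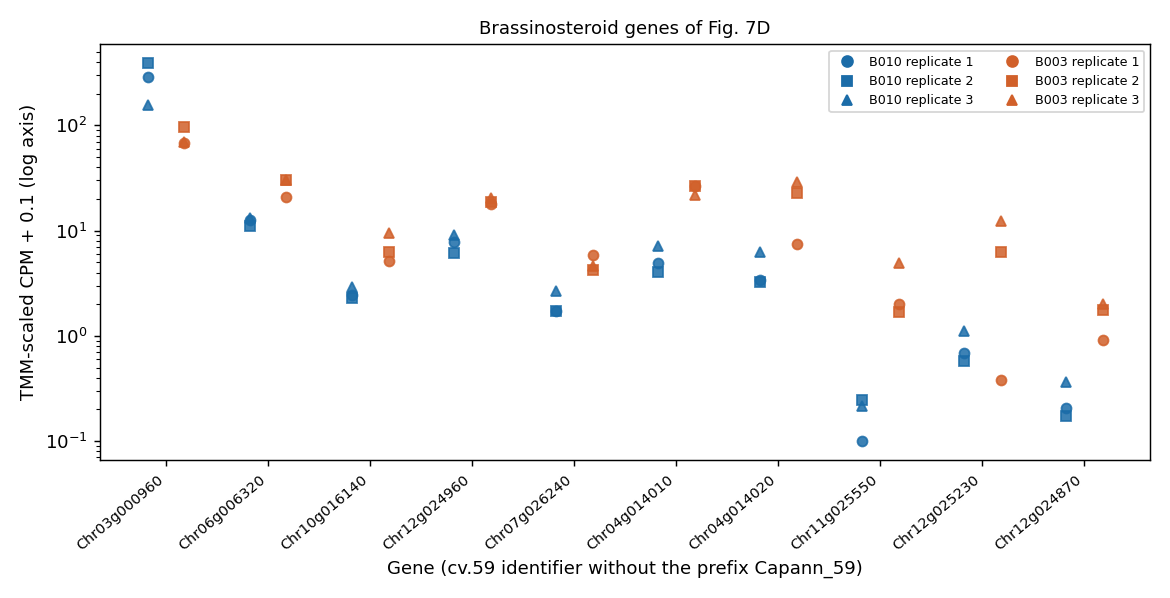
TMM-scaled CPM plus 0.1, on a log axis, of the 10 brassinosteroid genes of Fig. 7D in the 6 libraries, with B010 in blue and B003 in orange. Each point is 1 library; B003 replicate 1 of Chr12g025230, at 0.280 CPM, lies below the B010 libraries.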

SLs, a group of plant hormones biosynthesized from carlactone via the carotenoid pathway, play a crucial role in biological processes [70, 71]. Strigol, the first naturally occurring SL to be discovered, was extracted from cotton root exudates in 1966 [72]. 5-DS is regarded as a precursor for naturally occurring SLs [73]. Previous studies have demonstrated that SLs reduce auxin biosynthesis, lowering local IAA levels and attenuating shoot gravitropism. Thus, mutations in SL biosynthesis or signaling genes suppress the spreading growth phenotype of *lazy1* mutants [74]. In this study, strigol and 5-DS levels were significantly higher in loose B003 compared with compact B010, suggesting that the differential accumulation of SLs (strigol and 5-DS) between loose and compact accessions contributes to their distinct growth phenotypes, potentially through modulation of auxin biosynthesis and shoot gravitropism, as supported by previous studies on SLs [74] and the IAA levels in B003 and B010 in this study.

Calcium serves as a universal secondary messenger that plays a pivotal role in coordinating plant responses to developmental signals and environmental stimuli [75, 76]. In addition, it is essential for maintaining the stability of the cell wall and membranes and modulating physiological processes, including phytohormone signaling pathways [39, 77, 78]. In this study, DEGs were significantly enriched in calcium-mediated signaling, suggesting that this biological process influences FBA in pepper plants through phytohormone signaling pathways and by affecting the structure of cell walls and membranes.

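Among the calcium genes with a higher mean in B010, the largest changes came with a wide spread between the B010 libraries. Capann_59Chr06g016200 had 8.34, 13.9 and 1.56 CPM in B010 replicates 1, 2 and 3, and a log2 fold change of 3.59 (standard error 0.89, edgeR adjusted p = 0.0245). Capann_59Chr07g019510 had 26.2, 27.3 and 3.98 CPM in these libraries and a log2 fold change of 3.23 (standard error 0.76, edgeR adjusted p = 0.0206). Capann_59Chr03g000300 had 3.67, 3.34 and 0.354 CPM, the last of which lies below the 0.407 CPM of B003 replicate 1. The calls of these 3 genes were lost in 5, 4 and 5 of the 6 fits that left out one library, and that of the third also with the replicate number as a block (edgeR adjusted p = 0.0599). On the log2 scale, 7 of these 13 genes in B010 replicate 3 lay nearer to the B003 mean than to the mean of the other B010 libraries. Others did not show this spread. Capann_59Chr04g005820 had 9.98 ± 2.01 CPM (SD, n = 3) in B010 and 2.49 ± 0.365 CPM (SD, n = 3) in B003 (log2 fold change 2.00, standard error 0.23, edgeR adjusted p = 0.00251), and Capann_59Chr07g019530 had 184 ± 28.8 CPM in B010 and 85.2 ± 7.36 CPM in B003 (SD, n = 3). Capann_59Chr06g016220 and Capann_59Chr01g053730 were not called, with log2 fold changes of 2.00 (standard error 0.74, edgeR adjusted p = 0.0759) and 2.30 (standard error 0.74, edgeR adjusted p = 0.0518), and both were called without B010 replicate 3. Capann_59Chr06g019880, measured by qRT-PCR in the study, had a log2 fold change of 1.06 (standard error 0.32, edgeR adjusted p = 0.0436), just past both thresholds, and its call was lost in 5 of the 6 fits that left out one library and with the replicate number as a block (edgeR adjusted p = 0.106). Several genes of this list are neighbours by identifier, such as Capann_59Chr06g016200 to Capann_59Chr06g016230, so that shared reads cannot be excluded. Of the genes with a higher mean in B003, Capann_59Chr06g016150 had the smallest p (log2 fold change -1.82, standard error 0.19, edgeR adjusted p = 0.00202). Capann_59Chr02g033470 was not called (log2 fold change -1.18, standard error 0.48, edgeR adjusted p = 0.0966). The calls of Capann_59Chr01g037440 and Capann_59Chr12g004590 were lost in 5 and 3 of the 6 fits that left out one library. Both were also lost with the replicate number as a block (edgeR adjusted p = 0.0750 and 0.0612). Among the genes higher in B010, Capann_59Chr06g016210 and Capann_59Chr07g019520 each lost their call in 4 of these fits. The former also lost it with the block (edgeR adjusted p = 0.0521).

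**Figure D3:**
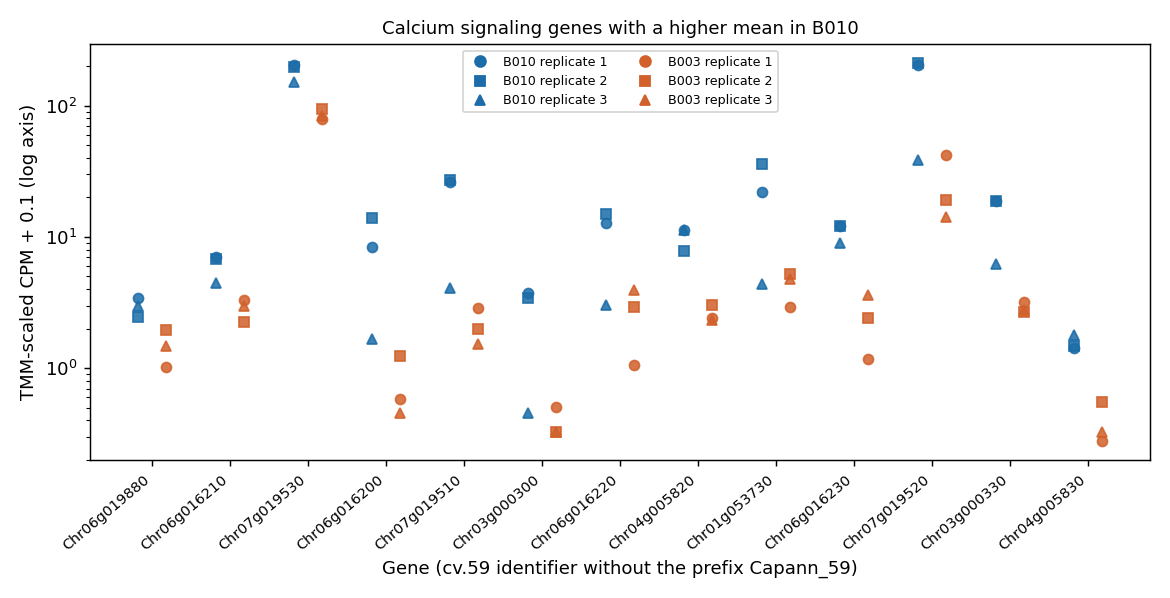
TMM-scaled CPM plus 0.1, on a log axis, of the 13 calcium genes of Fig. 7E with a higher mean in B010, in the 6 libraries, with B010 in blue and B003 in orange. Each point is 1 library; in several genes B010 replicate 3 (triangles) lies near the B003 libraries, as in Chr03g000300 at 0.354 CPM.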

## Conclusions

This study provides the first comprehensive integration of genetic (via GWAS), transcriptomic, hormonal, and cytological analyses to dissect the mechanisms regulating FBA in pepper, leading to a proposed cohesive regulatory framework, in which the underlying gene within the genetic loci modulates key phytohormone pathways, accompanying transcriptomic changes, hormone differences, and cellular alterations that collectively determine branch angle. These findings highlight the crucial role of phytohormones in FBA regulation in pepper and provides valuable information for future breeding strategies aiming to develop pepper varieties with optimal plant architectures.

## Supplementary Information

Supplementary Material 1: Table S1. Materials of pepper (*Capsicum annuum*) used in this study.

Supplementary Material 2: Table S2. Primers used in qRT-PCR.

Supplementary Material 3: Figure S1. Principal component analysis (PCA) of the pepper accessions B010 and B003 based on the gene expression matrix, with three replicates for each accession.

## Data Availability

The RNA-seq datasets generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under the accession series number GSE289948, which includes sample records GSM8802035 to GSM8802040.

## Abbreviations

28-HBL: 28-homobrassinolide
5-DS: 5-deoxystrigol
ABA: Abscisic acid
BL: Brassinolide
BLUEs: Best linear unbiased estimators
BRs: Brassinosteroids
CDPK24: Calcium-dependent protein kinase 24
CKs: Cytokinins
COG: Clusters of Orthologous Groups
CS: Castasterone
CV: Coefficients of variation
DEGs: Differentially expressed genes
FAA: Formalin/acetic acid/alcohol
FBA: First branch angle
FDR: false discovery rate
FPKM: Fragments per kilobase of exon per million mapped reads
GA1: Gibberellin A1
GA3: Gibberellin A3
GA4: Gibberellin A4
GAs: Gibberellins
GLM: Generalized linear model
GO: Gene Ontology
GWAS: Genome-wide association study
h2: Narrow-sense heritability
H²: Broad-sense heritability
HPLC: High-performance liquid chromatography
IAA: Indole-3-acetic acid
IAA-ASP: Indole-3-acetic acid asparagine
IAM: Indoleacetamide
IAN: Indoleacetonitrile
Indels: Insertion–deletions
iP: isopentenyl adenine
KEGG: Kyoto Encyclopedia of Genes and Genomes
KOG: Eukaryotic Orthologous Groups
LOD: Logarithm of the odds
MLM: Mixed linear model
NR: Non-Redundant
PAS: Periodic acid-schiff
PCA: Principal component analysis
QQ: Quantile–quantile
qRT-PCR: Quantitative reverse transcription PCR
QTL: Quantitative trait locus
RNA-seq: RNA-sequencing
SLs: Strigolactones
SNPs: Single nucleotide polymorphisms
SU: Sympodial unit
SYMs: Sympodial meristems
tZ: trans-zeatin
ZT: Zeatin

# Supplementary material for: Genetic, hormonal, and transcriptomic analyses highlight the crucial role of phytohormones in first branch angle regulation in pepper
**Source:** BMC Plant Biol. 2025 Nov 3;25:1492. doi: 10.1186/s12870-025-07499-2
**Supplement:** Supplementary file 3 — Supplementary Material 3: Figure S1. Principal component analysis (PCA) of the pepper accessions B010 and B003 based on the gene expression matrix, with three replicates for each accession.

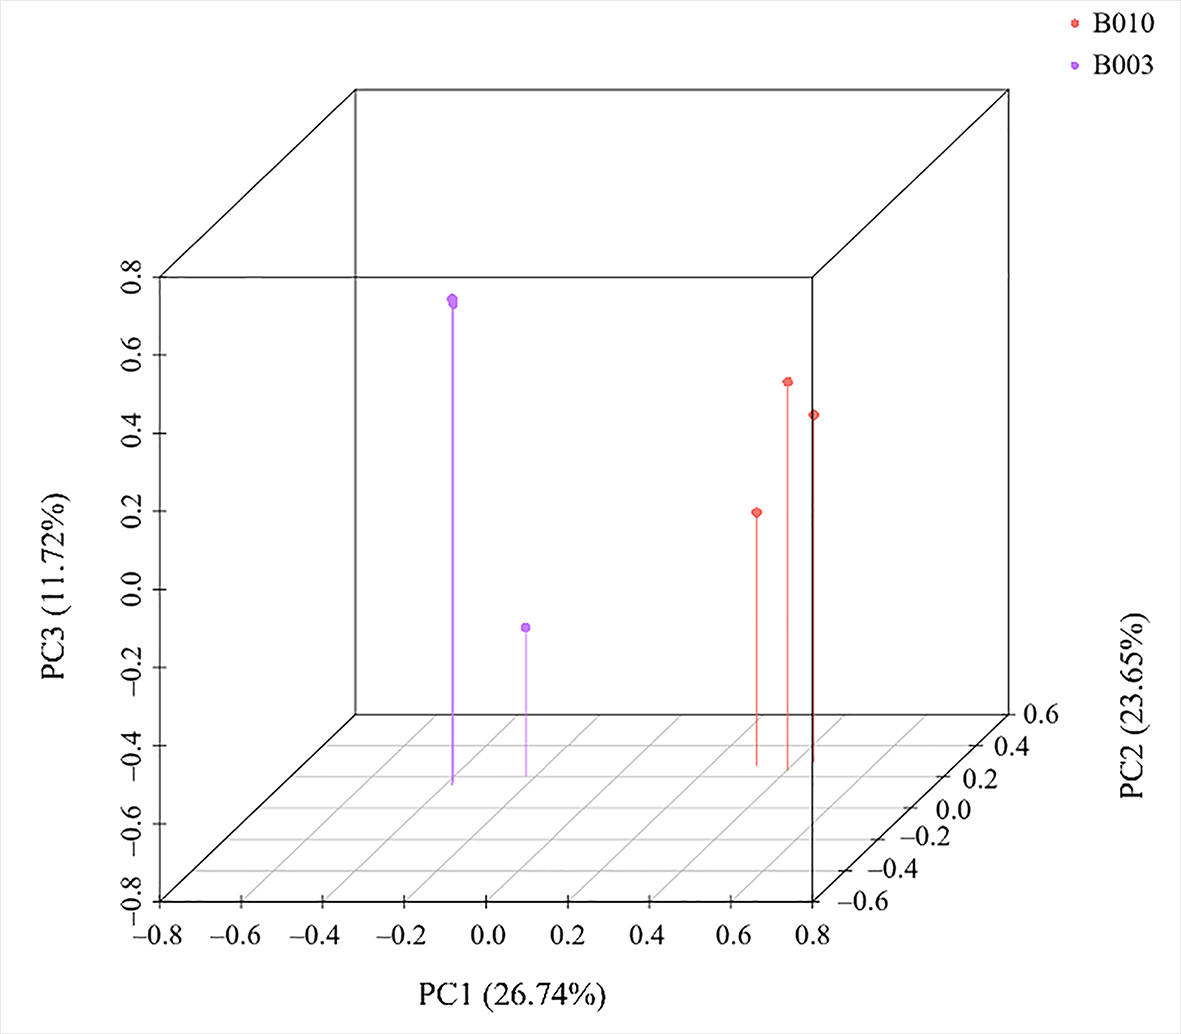

**Figure S1** Principal component analysis (PCA) of the pepper accessions B010 and B003 based on the gene expression matrix, with three replicates for each accession.

How the deposited data were processed for this re-analysis (not part of the article)

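RNA-seq of the first branch site of compact accession B010 and loose accession B003 of pepper was re-analysed from the values that the authors deposited. Each accession has 3 biological replicates, each of 8 pooled plants, giving 6 libraries. The columns were assigned to accessions and replicates from the sample names that the deposited table itself explains. No per-sample column was left unused.

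The deposited counts are whole numbers of reads per gene that the authors obtained after quality filtering of paired reads of 150 bases and alignment with HISAT2 to the cv.59 genome, without normalization. The paper's text does not name the counting program, its use of strand or its handling of reads that align to several places. All 24829 listed genes have counts, and no line of the table is a total or an unassigned class. The FPKM values that the authors deposited divide the counts by exon length and by the mapped reads of the library. The log2 fold changes in the authors' deposited table are of B003 over B010, which is the opposite direction to that used here. The p-values and q-values in the authors' deposited table come from a test that the paper's text does not name. The Wald test of DESeq2 gave the same numbers of calls, 3586 and 3693. It also gave nearly the same q-values for the named genes, such as 0.00745 for Capann_59Chr12g025230. The deposited values are therefore those of this test or of one very close to it. Apart from this comparison, the authors' calls were used only to count them and to draw random lists for the calcium genes of Fig. 7E.

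The counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by its expression filter with the accessions as groups, which left 24738 genes and removed 91. Libraries were scaled by TMM, with factors from 0.923 to 1.12. The quasi-likelihood test compared the accessions with no other term, over all 6 libraries, and p-values were adjusted by the Benjamini-Hochberg method. DEGs had an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the limit drawn in Fig. 6A. Standard errors of log2 fold changes were obtained as the fold change divided by the square root of the test's F statistic. Principal components were computed on log2 CPM with a prior count of 1 for the 1000 most variable genes, centred per gene. Genes were taken as detected in one accession only when each of its 3 libraries had at least 10 counts and each library of the other accession had at most 3. The order of genes along chromosomes was taken from the cv.59 identifiers, and the calls were permuted 1000 times within chromosomes, or 200 times where single libraries were compared within and between accessions.

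The total counts per library were between 29891192 and 47659515. The limit that a count of 0 allows, 3 counts, is at most 0.100 CPM. Intervals and limits of this kind cover counting error only, and the spread between replicates was larger. Every pair of libraries of one accession differed by far more than sampling noise, since the chi-square statistic of their counts per degree of freedom was at least 28.9, so no library was counted as deposited more than once.

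On simulated counts for 24729 genes with the real means, library sizes and dispersions, 163 of 200 changed genes, or 81.5%, were recovered by the edgeR test with 11 false calls. On the same data, DESeq2 1.42.0 recovered 98% with 137 false calls over 24738 genes, and limma 3.58.1 recovered 86% with 19 false calls over 23894 genes. All planted changes reached the stricter limit of 2 on the log2 fold change, in genes above a minimum level. In the real data, 25.3% of genes were called and 51.6% of the DEGs exceeded that limit. The rates of recovery and of false calls therefore do not carry over to the real data. The clustering test gave a ratio of 0.995 for random calls on 21490 genes and 13.9 for planted runs.

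The genes named in the text were fixed before the data were examined as every gene with a cv.59 or LJ_newGene identifier in the paper, its figures and its primer list, and for each direction the 3 genes with the smallest p whose libraries do not overlap, of which 2 per direction are printed. The alternatives, also set before the data were examined, were the Wald test of DESeq2, other scaling factors, other filters, other fold-change thresholds, the replicate number as a block, limma on log2(FPKM + 1) with and without a filter and on log2(FPKM + 0.1) with a filter, and the omission of each library. Tests of GO or KEGG categories were not run, because annotation of these genes was not used here. The gene table available for the species is of another assembly, UCD10Xv1.1, and 0 identifiers matched it, so no gene names or coordinates were taken from it.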

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

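The tests of coordinated direction at adjacent positions against genes of either direction, of adjacent copies within a few positions, of covariation within accessions and of loci outside the cv.59 identifiers were chosen only after the results were seen.

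A set of genes that the paper does not discuss was detected in one accession only. Of the 24829 listed genes, 611 had at least 10 counts in each library of one accession and at most 3 in each library of the other, 342 of them in B010 and 269 in B003. With 0 counts in place of at most 3 in the other accession, 471 genes met the definition, and with at least 50 counts in each library of the detecting accession, 424 did. The median count per library in the detecting accession was 135. Set against 3 counts, the most that the definition admits, the level in the detecting accession was at least 44.9-fold higher for the median gene. It was more than 100-fold higher for 153 genes. These values take the counts as observed. Only for the 471 genes with 0 counts in the other accession is 3 counts also the limit that counting error allows. A difference in library size is not the reason, since 644 genes met the same definition after all libraries were thinned to the smallest total. Loci outside the cv.59 identifiers were frequent among these genes, at 53.2% against 12.8% of all listed genes, but 286 genes of the cv.59 annotation were among them, so such loci are not the whole set. A sequence in one accession that is too far from cv.59 for its reads to align may also leave a gene without counts. The 476 neighbours of these genes did not lean towards the detecting accession, with a median log2 fold change of 0.0291 in that direction, where random genes gave -0.08 to 0.08. This does not decide the question, because single diverged or absent genes would leave their neighbours unchanged. The absence of a gene from one accession, divergence from the reference and regulation therefore cannot be told apart from these counts. Which of these differences between the accessions is present stays open and was not tested by other data.

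DEGs with the same direction lay next to each other on the chromosomes more often than permuted calls. Of the tested genes with a chromosome in their identifier, 21490 in number, 1107 adjacent pairs were DEGs of the same direction, against 619 on average over 1000 permutations of the calls within chromosomes, a ratio of 1.79 (one-sided permutation test, p = 0.001, the smallest these permutations can give). Adjacent pairs of opposite direction were rarer than permuted calls gave, with a ratio of 0.817, which argues against regions that are merely dense in DEGs of either direction. Genes detected in one accession only are not needed for it, since without them the ratio was 1.78. The excess fell with distance, to 1.31 at 2 to 3 positions, 1.13 at 4 to 9 positions and 1.06 at 10 to 20 positions, but hardly further, with 1.05 at 21 to 50 positions. Both of the last 2 had p = 0.001 in the same permutation test. Reads shared between adjacent copies or overlapping genes would have to reach 10 to 20 positions to account for that small part. How far they reach was not measured. For adjacent genes, shared reads cannot be told apart from common regulation, because the counts carry neither sequences nor gene ends. Neighbouring genes also varied together within an accession. For 1 library against the other 2 of its accession, the ratio among genes differing by at least 1 on the log2 scale was between 2.03 and 5.09. A library set against 2 of the other accession gave 1.47 to 1.82 at the same limit. That comparison had 6629 to 9428 genes, against 745 to 3276 within accessions. Among the DEGs, a stricter limit, which takes fewer genes with larger changes, came with a higher ratio. It was 2.91 at an absolute log2 fold change of at least 2, against 1.79 at the limit of 1. With equal numbers of genes, the ratio between accessions was higher for each of the 6 libraries, between 2.64 and 10.3, and the part of the ratio above 1 was within accessions 0.597 of that between accessions in the median. The ratio was thus higher within accessions at the same limit and higher between them with equal numbers of genes. Neither comparison held both the limit and the number of genes equal. Whether covariation of neighbours that has nothing to do with the accession is the whole of the pattern therefore cannot be decided. It may be a large part of it. A contribution of chromosome segments that differ between the accessions is a hypothesis that the data leave open.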

How the results depend on the processing

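The directions of the named genes held throughout, since none of the 52 genes reversed under any alternative in which it was tested. The DEGs shared by each alternative and the edgeR result also had the same direction in every case. The Wald test of DESeq2 called 7279 genes, 3693 higher in B010 and 3586 higher in B003, and shared 6244 of the 6260 DEGs. RLE or upper-quartile factors gave 6250 and 6223 DEGs. The limma fits on FPKM gave 4637 to 5309 DEGs, and a minimum of 10 counts in every library gave 4718. The share of DEGs higher in B010 stayed between 46.2% and 53.7% over all settings.

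The fold-change threshold changed the counts by its construction. With no threshold, 9598 genes were called, 4998 of them higher in B003. At an absolute log2 fold change of at least 2, 3229 genes were called, 1733 higher in B010 and 1496 higher in B003, with 25 of the 44 genes of Fig. 7 and 1 of the 2 GWAS candidates. Only 1 GWAS candidate was called by limma on log2(FPKM + 1), with or without the filter, and the cause was not tested.

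Across the 6 fits that each left out one library, the number of DEGs ran from 3615 (without B010 replicate 1) to 6967 (without B010 replicate 3). Those higher in B010 ran from 1812 to 3666, those higher in B003 from 1803 to 3665, the genes of Fig. 7 called from 22 to 40 and the GWAS candidates called from 1 to 2. Fewer libraries lower the power of the test, yet the number rose without B010 replicate 3 or B003 replicate 1, to 6967 and 6815. Both GWAS candidates were called only without B003 replicate 1. Single named genes lost their call in 101 of 855 combinations of gene and alternative, and 10 gained one.

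The share of variance on PC1 was 80.2% with all tested genes, 90.5% with genes scaled to unit variance and 89.2% with a prior count of 5, and ran from 90.1% to 93.3% with single libraries left out. The accessions were separated on PC1 in every case. Genes detected in one accession only numbered 635 to 686 with one library left out, and the ratio of adjacent DEG pairs ran from 1.66 to 2.26.

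The accessions share replicate numbers, but libraries with the same number did not deviate together, since the correlations of their deviations across genes were -0.00318, 0.0763 and 0.178 for replicates 1, 2 and 3. With the replicate number as a block, 5458 genes were called, 2760 higher in B010 and 2698 higher in B003, with 34 of the 44 genes of Fig. 7. Of the 10 splits of the 6 libraries into 3 and 3, only 1, that by accession, gave as many as 6260 DEGs, and each of the others gave 0, with 33 to 2375 genes at an unadjusted p under 0.05. With 10 splits the share cannot go below 0.1, so this comparison alone does not exclude chance. The enrichment alternatives were not run.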

Differences from the paper's values

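On the components, PC1 held 92.0% of the variance here against about 27% in Fig. S1, read by eye, and PC2 held 3.15% against about 24% in Fig. S1, read by eye. None of the alternatives set before the data were examined closed either gap, with PC1 between 80.2% and 93.3% and PC2 between 3.15% and 7.92%. In these data the accessions separated on PC1 but not on PC2, whereas the paper describes differentiation along both. Scores on different components are uncorrelated, so little separation was left for PC2 once PC1 held it. The paper's text gives neither the gene set nor the scaling of its components, so the shares may not be comparable.

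The number of DEGs was 6260 here, and the paper's is 7279. The Wald test of DESeq2, one of the alternatives set before the data were examined, gave 7279. It also gave nearly the same q-values as the authors' deposited table for the named genes. Other scaling factors or filters in edgeR gave at most 6288 DEGs, so the gap lies mainly in the test. The paper's text describes the smaller of its groups of DEGs as upregulated in B010. In the authors' deposited table, 3586 genes are called up and have a higher mean FPKM in B003, and 3693 are called down and have a higher mean FPKM in B010. DESeq2 called 3586 genes as higher in B003 and 3693 as higher in B010. For the 3586 genes, the direction in the paper's text is thus opposite to that in the deposited table.

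Fig. 7 shows 4 genes as DEGs that the edgeR test did not call. Capann_59Chr12g025230 had an edgeR adjusted p of 0.0776, Capann_59Chr02g033470 of 0.0966, Capann_59Chr06g016220 of 0.0759 and Capann_59Chr01g053730 of 0.0518. All 4 were called by DESeq2, with adjusted p of 0.00745, 0.0446, 0.0148 and 0.00366 in that order. The q-values in the authors' deposited table are the same after rounding. Fig. 7 lists genes that the authors had called, so these DESeq2 calls were fixed in advance and are no separate evidence. Capann_59Chr02g033470 was also called by limma on log2(FPKM + 1), with an adjusted p of 0.0486 with the filter and 0.0495 without it, and Capann_59Chr01g053730 with upper-quartile factors in edgeR, with an adjusted p of 0.0482. Without B003 replicate 1, Capann_59Chr12g025230 was called, and without B010 replicate 3, Capann_59Chr06g016220 and Capann_59Chr01g053730 were called. Over all alternatives, the adjusted p of the 4 genes ran from 0.00366 to 0.224.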

Other observations

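The tests of mixed RNA, of a few abundant genes, of the calcium genes and of the unplaced scaffolds were chosen only after the results were seen.

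B010 replicate 3 and B003 replicate 1 lay towards the other accession. For each library, its position was taken as 0 at the mean of the other 2 libraries of its accession and 1 at the mean of the other accession, on the log2 CPM of the genes that differ by at least 1 between these means. The median position was 0.252 for B010 replicate 3 over 8383 genes and 0.207 for B003 replicate 1 over 8417 genes, and between -0.07 and 0 for the other 4 libraries. The shift was spread over many genes, since 73.9% of them in B010 replicate 3 and 69.3% in B003 replicate 1 lay towards the other accession. RNA of the other accession mixed into the library would have to bring the transcripts that only that accession makes. The 54 genes with at most 3 counts in B010 replicates 1 and 2 and at least 300 in every B003 library reached 0.119% of their B003 level in B010 replicate 3, where the shifted genes would need a share of 7.48%. For B003 replicate 1, 66 such genes reached 0.0592% of their B010 level against a needed share of 3.52%, so mixing is excluded for both. Library size is also excluded, as the positions were 0.251 and 0.207 after thinning all libraries to the smallest total. A few abundant genes would act through the scaling and move all genes of a library one way. This is not the reason either, since genes higher and genes lower in the other accession both lay towards it, with median positions of 0.195 and 0.340 in B010 replicate 3 and of 0.141 and 0.275 in B003 replicate 1. No biological explanation was tested, because the design names no stage, position or date within an accession. The observation bears on the calls, since more DEGs were called without either library, as given above.

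Among the calcium genes of Fig. 7E, the 13 with a higher mean in B010 had a median position of 0.590 in B010 replicate 3. Of these, 7 lay nearer to the B003 mean, and 3 did not lie towards it at all. Because several are neighbours by identifier, they were also reduced to 6 groups of neighbours, with a median position of 0.653. Against random lists of edgeR DEGs higher in B010, matched on mean expression, this lay outside the -0.08 to 0.575 that held 95% of 10000 lists. Against lists drawn from the calls of the deposited table, which include both calcium genes that edgeR did not call, it lay inside the range of -0.07 to 0.665. With the 11 genes called by edgeR alone, in 5 groups, the median position was 0.486, inside the range of -0.10 to 0.618. The general shift of the library therefore cannot be told apart from a shift of these genes. Of the 15 comparisons made between lists and libraries, against edgeR DEGs and with each gene taken by itself, 4 lay outside the range of 95% of the random lists. Besides the calcium genes in B010 replicate 3, these were the calcium genes in B010 replicate 1, with a median position of -0.42, the auxin genes higher in B010 in B010 replicate 2, with 0.152, and the zeatin genes in B003 replicate 1, with -0.39. The study picked the lists from these libraries. No biological explanation was tested.

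Genes on unplaced scaffolds were called more often than genes on chromosomes. Of 98 such genes, 64 were DEGs, or 65.3%, with 28 higher in B010 and 36 higher in B003, against 23.9% of the genes on chromosomes. Chromosome genes matched on mean expression reached 39.8% in the median and at most 56.1% over 1000 draws. Near-identical counts were common among them, as 58 of the 98 genes had a partner on a scaffold whose counts differed by less than sampling noise, against 26.2% of matched chromosome genes, which may reflect reads shared between copies. When near-identical genes were taken once, 61.1% of 54 groups were called, which is still above the matched draws. This cannot exclude such copies as the reason. Copies that share reads unequally, or with a gene on a chromosome, were not grouped, and the draws were of 98 single genes. Divergence of these sequences between the accessions and cv.59 was not tested.

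Loci called LJ_newGene were DEGs more often than genes of the cv.59 annotation. Of 3150 tested, 1056 were called, or 33.5%, against 24.1% of 21588 cv.59 genes.

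One transcript stood out by its level. Capann_59Chr03g049600, chosen after its values were seen, had the highest count in each B003 library, with 469401, 680110 and 677644 counts, or 1.27%, 2.09% and 2.12% of the library.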
